# Endothelial Cell-Specific Transcriptome Reveals Signature of Chronic Stress Related to Worse Outcome After Mild Transient Brain Ischemia in Mice

**DOI:** 10.1007/s12035-019-01822-3

**Published:** 2019-11-22

**Authors:** Stephanie Wegner, Ria Uhlemann, Valérie Boujon, Burcu Ersoy, Matthias Endres, Golo Kronenberg, Karen Gertz

**Keywords:** Psychological stress, Depression, HPA axis, Stroke, Endothelium

## Abstract

Vascular mechanisms underlying the adverse effects that depression and stress-related mental disorders have on stroke outcome are only partially understood. Identifying the transcriptomic signature of chronic stress in endothelium harvested from the ischemic brain is an important step towards elucidating the biological processes involved. Here, we subjected male 129S6/SvEv mice to a 28-day model of chronic stress. The ischemic lesion was quantified after 30 min filamentous middle cerebral artery occlusion (MCAo) and 48 h reperfusion by T2-weighted MRI. RNA sequencing was used to profile transcriptomic changes in cerebrovascular endothelial cells (ECs) from the infarct. Mice subjected to the stress procedure displayed reduced weight gain, increased adrenal gland weight, and increased hypothalamic FKBP5 mRNA and protein expression. Chronic stress conferred increased lesion volume upon MCAo. Stress-exposed mice showed a higher number of differentially expressed genes between ECs isolated from the ipsilateral and contralateral hemisphere than control mice. The genes in question are enriched for roles in biological processes closely linked to endothelial proliferation and neoangiogenesis. MicroRNA-34a was associated with nine of the top 10 biological process Gene Ontology terms selectively enriched in ECs from stressed mice. Moreover, expression of mature miR-34a-5p and miR-34a-3p in ischemic brain tissue was positively related to infarct size and negatively related to sirtuin 1 (*Sirt1*) mRNA transcription. In conclusion, this study represents the first EC-specific transcriptomic analysis of chronic stress in brain ischemia. The stress signature uncovered relates to worse stroke outcome and is directly relevant to endothelial mechanisms in the pathogenesis of stroke.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-019-01822-3) contains supplementary material, which is available to authorized users.

## Introduction

Chronic psychosocial stress is increasingly recognized as a clinically meaningful cardio- and cerebrovascular risk factor [1–3]. Endothelial dysfunction may represent an important pathophysiological link whereby psychosocial stress confers increased vascular vulnerability [4, 5]. Even brief episodes of mental stress have been shown to elicit rapid and robust, albeit transient, effects on endothelial function [6, 7]. Studies in healthy human subjects indicate that, besides activation of the sympathetic nervous system, dysregulation of the hypothalamic-pituitary-adrenal axis contributes critically to stress-induced endothelial impairment [7–10].

Evidence from experimental animal research indicates that chronic stress increases infarct volume [11, 12]. By combining a mouse model of chronic stress over 4 weeks with a model of mild transient brain ischemia (i.e., 30 min middle cerebral artery occlusion [MCAo]), we previously identified that the adverse effects of stress on the ischemic brain involve the endothelium. Mechanistically, both glucocorticoid signaling and a stress-related increase in heart rate were found to cause endothelial dysfunction [13, 14].

Building on this evidence, the current study was undertaken to further characterize the neuroendocrine features of the four week stress model. After confirming that the stress procedure leads to increased lesion volume, we performed RNA sequencing to examine changes in gene expression due to prior stress exposure in ex vivo endothelia harvested from the middle cerebral artery (MCA) territory. We report a transcriptomic signature of chronic stress in MCAo-exposed endothelium and identify upregulation of miRNA-34a as a novel factor promoting ischemic brain injury.

## Materials and Methods

### Animals

All animal studies and experimental procedures were approved by the necessary official committees and conducted in compliance with the requirements set out in the European Communities Council Directive of November 24, 1986 (86/609/EEC) and the ARRIVE guidelines [15]. Male 129S6/SvEv mice raised under specific-pathogen-free (SPF) conditions were provided by the Forschungseinrichtungen für Experimentelle Medizin (FEM) of the Charité Universitätsmedizin Berlin. Young adult male mice (~ 9 ± 1 weeks old) weighing between 24 and 30 g were randomly used for experiments. Animals were maintained in a temperature (22 °C ± 2 °C) and humidity (55% ± 10%) controlled environment with a 12:12 h light-dark cycle and ad-libitum access to food and water.

### Stress Procedure

A schematic of the experimental setup and timeline is given in Fig. 1a. Briefly, the stress procedure was adapted from previously published protocols [13, 14, 16].

**Fig. 1:**
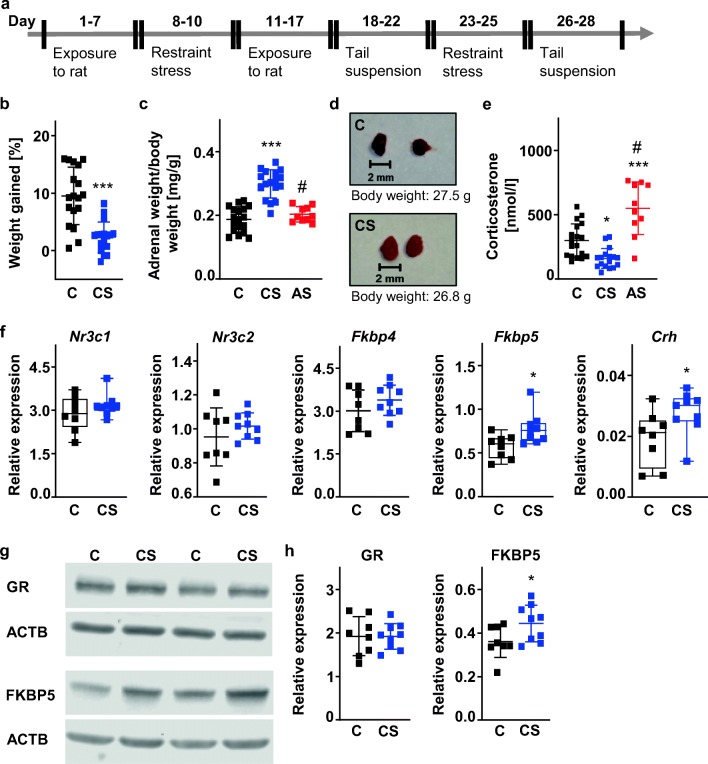
Characterization of the neuroendocrine effects of the chronic stress paradigm. **a** Schematic diagram of experimental design. **b** Body weight was recorded before the beginning and at the end of the chronic stress procedure. Chronically stressed mice gain less body weight than unstressed control animals. C: *n* = 18, CS: *n* = 17. Unpaired *t* test. *t* = 5.262, ***p < 0.001. **c**, **d** Chronic stress increases the weight of the adrenal glands. C: *n* = 18, CS: *n* = 17, AS: *n* = 10. One-way ANOVA F(2,42) = 40.14, *p* < 0.001 with Tukey’s multiple comparison test: ***p < 0.001 CS versus C, #*p* < 0.001 CS versus AS. **e** Corticosterone plasma levels were measured at the beginning of the light cycle. C: *n* = 18, CS: *n* = 17, AS: *n* = 10. One-way ANOVA F(2,42) = 26.20, *p* < 0.001 with Tukey’s multiple comparison test: *p < 0.05 CS versus C, ***p < 0.001 AS versus C, #*p* < 0.001 CS versus AS. **f** Hypothalamic mRNA transcription of genes associated with corticosteroid signaling. *Nr3c1*, nuclear receptor subfamily 3 group C member 1. *Nr3c2*, nuclear receptor subfamily 3 group C member 2. *Fkbp4*, FK506 binding protein 4. *Fkbp5*, FK506 binding protein 5. *Crh*, corticotropin releasing hormone. Relative mRNA expression is reported as the value normalized to tripeptidyl peptidase 2 (*Tpp2*) for each sample. C: *n* = 8, CS: *n* = 9. Mann-Whitney *U* test. *Nr3c1*: *U* = 27, *p* = 0.423. *Fkbp5: U* = 12, *p < 0.05. *Crh: U* = 14, *p < 0.05. Unpaired *t* test*. Nr3c2*: *t* = 1.016, *p* = 0.326. *Fkbp4*: *t* = 1.214, *p* = 0.244. **g** Representative Western blots of GR and FKBP5 protein expression in hypothalamic homogenates. GR, glucocorticoid receptor. FKBP5, FK506 binding protein 51. ACTB, β-actin. **h** Densitometric analysis. Values were normalized to β-actin. C: *n* = 8, CS: *n* = 9. Unpaired *t* test. GR: *t* = 0.029, *p* = 0.977. FKBP5: *t* = 2.173, *p < 0.05. C, unstressed control mice. CS, chronically stressed mice. AS, acutely stressed mice

#### Exposure to Rat

At the beginning of the dark phase, a single mouse was situated in a small cage with the following dimensions: height 140 mm, width 167 mm, length 252 mm. This small cage was then placed inside a larger rat cage (height 200 mm, width 375 mm, length 585 mm). A rat was introduced into the rat cage for 15 h (6 p.m. to 9 a.m.). A single session of exposure to rat was also used as the means to induce acute stress.

#### Restraint Stress

Animals were placed inside the restraining syringe (internal diameter 30 mm) for 1 h during the dark phase (7 p.m. to 8 p.m.).

#### Tail Suspension Stress

Mice were suspended by the tail approximately 80 cm above the ground for 6 min/day. The procedure started at 7 p.m.

### Induction of Cerebral Ischemia

The standard operating procedure ‘Middle cerebral artery occlusion in the mouse’ published by Dirnagl and members of the MCAO-SOP group was followed (for a more detailed description of the procedure please refer to http://precedings.nature.com/documents/3492/version/3/files/npre20123492-3.pdf). Briefly, mice were anaesthetized for induction with 1.5% isoflurane and maintained in 1.0% isoflurane in 69% N_2_O and 30% O_2_ using a vaporizer. Left MCAo was induced with an 8.0 nylon monofilament coated with a silicone resin/hardener mixture (Xantopren M Mucosa and Activator NF Optosil Xantopren, Heraeus Kulzer GmbH). The filament was introduced into the internal carotid artery up to the anterior cerebral artery. Thereby, the middle cerebral artery and anterior choroidal arteries were occluded. The filament was removed after 30 min to allow reperfusion.

### Magnetic Resonance Imaging

Successful MCAo was confirmed by magnetic resonance imaging (MRI) using a 7 Tesla rodent scanner (PharmaScan® 70/16, Bruker Corp.) and a 20-mm ^1^H-RF quadrature-volume resonator. A T2-weighted 2D turbo spin-echo sequence was used (imaging parameters TR/TE = 4200/36 ms, rare factor 8, 4 averages, 32 axial slices with a slice thickness of 0.5 mm, field of view of 2.56 × 2.56 cm, matrix size 256 × 256). Throughout the procedure, animals were anaesthetized with 1–2% isoflurane in 70% N_2_O and 30% O_2_. The respiratory rate was monitored with an MRI compatible small animal monitoring and gating system (SA Instruments, Inc.). Lesion volume was evaluated with Analyze 10.0 (AnalyzeDirect, Inc.) and corrected for edema according to a previously published protocol [17].

### Measurement of Adrenal Gland Weights and Corticosterone Plasma Levels

Corticosterone levels in plasma were determined by ELISA according to the manufacturer’s instructions (RE52211, IBL International GmbH). After sacrifice, the adrenal glands were dissected and weighed.

### RNA Isolation

Total RNA was extracted from hypothalamus and from ex vivo endothelial cells (ECs) using the NucleoSpin® XS Kit according to the manufacturer’s protocol (MACHEREY-NAGEL GmbH & Co. KG). RNA isolation from ECs was performed without the addition of carrier RNA.

### Quantitative Polymerase Chain Reactions

Synthesis of cDNA was performed with 300 U M-MLV reverse transcriptase (Promega Corp.), 20 U RNasin® ribonuclease inhibitor (Promega Corp.), 4.76 mM DTT (Promega Corp.), 1.43 mM PCR nucleotide mix (Promega Corp.), and 6.28 μM random primers (Roche Diagnostics GmbH). For PCR amplification, we used gene-specific primers (Table 1) and LightCycler® 480 SYBR Green I Master (Roche Diagnostics GmbH). Polymerase chain reaction conditions were as follows: preincubation 95 °C, 10 min; 95 °C, 10 s, primer-specific annealing temperature, 10 s, 72 °C, 15 s (45 cycles). Crossing points of amplified products were determined using the Second Derivative Maximum Method (LightCycler® 480 Version 1.5.0 SP4, Roche). Quantification of messenger RNA expression was relative to tripeptidyl peptidase (Tpp) 2 [18]. The specificity of polymerase chain reaction products was evaluated by melting curve analysis and electrophoresis on a 1.5% agarose gel.

**Table 1:** Oligonucleotide sequences used in quantitative real-time polymerase chain reactions

Gene	Sense	Antisense
*Crh*	CTA CCA AGG GAG GAG AAG AGA G	CTG CTC CGG CTG CAA GAA ATT C
*Fkbp4*	CGT GCT CAA GGT CAT CAA GAG AG	GTT GCC ACA GCA ATA TCC CAA GC
*Fkbp5*	GCA GGG TGA AGA TAT CAC TAC G	CCA ATG TCC CAG GCT TTG ATA AC
*Nr3c1*	GAC GTG TGG AAG CTG TAA AGT C	CCA GGT TCA TTC CAG CTT GAA G
*Nr3c2*	CAC ACG GTG ACC TGT CAT CTA G	CAT AGT GAC ACC CAG AAG CCT C
*Tpp2*	CTT CTA TCC AAA GGC TCT CAA GG	CTC TCC AGG TCT CAC CAT CAT G
*Sirt1*	CCA GAC CCT CAA GCC ATG TTT G	CTG CAA CCT GCT CCA AGG TAT C

### MiRNA Isolation and Quantification

Total RNA (including the microRNA fraction) was isolated from ischemic brain tissue using the Direct-zol^TM^ RNA MiniPrep Kit (Zymo Research Corp.). Tissue was homogenized with TRIzol^TM^ Reagent (Invitrogen^TM^) and TissueLyser LT (Qiagen) for 3 × 5 min at 50 Hz. Transcription of 500 ng total RNA into cDNA and real-time PCR was carried out with the miScript PCR Starter Kit (Qiagen). Custom miScript Primer Assays were used to detect miR-34a-5p, miR-34a-3p, and RNU6B (Qiagen). The level of miRNA expression in ischemic brain tissue of control mice and of chronically stressed mice was normalized to RNU6B (RNU6-2) using the 2^(-∆∆Ct)^ method [19]. Melting curve analysis and agarose gel electrophoresis confirmed specificity of polymerase chain reaction products.

### Western Blot

After sacrifice, brains were quickly removed, flash frozen in dry ice-cooled isopentane, and stored until further use. The hypothalamus was dissected on a cold plate (− 20 °C) according to Franklin and Paxinos (1997). Protein concentration was determined with the Pierce™ BCA Protein Assay Kit (ThermoFisher Scientific Inc.). Equal amounts of protein were loaded on 10% SDS-polyacrylamide gels and blotted onto Immobilon®-FL PVDF membranes (Merck KGaA). Near-infrared fluorescent signals were detected with the Odyssey® CLx Infrared Imaging System (LI-COR, Inc.). Densitometric quantification of band intensity was performed with the Image Studio™ Lite Software (LI-COR, Inc.). The following primary antibodies were used: rabbit anti-glucocorticoid receptor (#12041, Cell Signaling Technology, Inc.) 1:1000; rabbit anti-FKBP5 (#711292, ThermoFisher Scientific Inc.) 1:1000; mouse anti-beta actin (#ab8226, Abcam plc.) 1:2000. Secondary antibodies were used as follows: donkey anti-rabbit 800 (#925-32213, LI-COR, Inc.) 1:15000; donkey anti-mouse 680 (#925-32213, LI-COR, Inc.) 1:15000.

### Ex vivo Isolation of Brain ECs

Control (C) and chronically stressed mice (CS) were perfused transcardially with 0.9% saline. Brains were quickly removed. The ipsilateral ischemic MCA territory, as well as the corresponding area in the contralateral hemisphere, was carefully dissected and placed in cold PBS (4 °C). Brain tissue of 3–5 animals was pooled. CD31+ cells were enriched from brain tissue using a MACS protocol combined with prior myelin removal (Miltenyi Biotec GmbH). To ensure a high purity of ECs, an additional FACS step was performed. Cells were stained with DAPI and antibodies against CD31, CD146, and CD45. Single cells that were CD45-/DAPI-/CD31+/CD146+ were separated from the remainder of the suspension using a BD FACSAria™ II flow cytometer. For FACS staining, the following antibodies were used: anti-mouse CD31-Alexa Fluor® 488 (#102514, BioLegend, Inc.); anti-mouse CD45-APC (#130-102-544, Miltenyi Biotec GmbH); anti-mouse CD146 (LSEC)-PE (#130-102-319, Miltenyi Biotec GmbH).

### RNA Sequencing of Ex vivo ECs

Assessment of RNA quality, cDNA synthesis, library preparation, sequencing, data pre-processing, alignment, and principal component analysis (PCA) was conducted by LGC Genomics GmbH (Berlin, Germany). Libraries were prepared with the Encore Rapid DR Multiplex system (NuGEN Technologies, Inc.) according to the manufacturer’s directions and sequenced with 150 bp paired-end reads on the Illumina® NextSeq^TM^ 500. Data pre-processing involved the following steps: demultiplexing of all libraries with the Illumina® bcl2fastq 2.17.1.14 software, clipping of sequencing adapter remnants from all raw reads, merging of forward and reverse reads using BBMerge 34.48, SMRT concatamer adapter detection and read splitting, filtering of poly-A reads, and filtering of rRNA sequences with riboPicker 0.4.3 [20]. RNA-seq data have been deposited at the Gene Expression Omnibus (GEO) [21] under GEO accession number GSE122345.

### Analysis of Differentially Expressed Genes

A total of 400 million reads were aligned to the reference genome (*Mus musculus*; GRCm38; Ensembl version 84) using STAR 2.4.1b [22]. Reads mapping to rRNA or tRNA regions were filtered post-alignment. Counting of STAR-aligned reads was conducted using htseq-count [23]. FPKM values (fragments per kilobase per million fragments mapped) and differentially expressed genes (DEGs) analyses were calculated with Cuffdiff 2.1.1 by LGC Genomics GmbH (Berlin, Germany). The raw *p* values from the statistical tests were adjusted for multiple testing by the Benjamini-Hochberg false discovery rate (FDR) method. Genes with an FDR-adjusted *p* value < 0.05 and fold change ≥ 2 or ≤ − 2 were considered to be DEGs. When a gene cannot be detected in samples derived from one side of the brain, the log2(fold change) yields a value of infinity. In those instances in which the log2(fold change) yielded infinity and the FDR-adjusted *p* value was < 0.05, the gene in question was still not regarded as differentially expressed because these genes also showed a very low mean count of < 4 on the other side of the brain (5 genes in the control mice [*Gm13755, Gm3191, Igkv4-58, Gm6064, 1700017I07Rik*]; 2 genes in the chronically stressed animals [*Gm24447, Gm11686*]). 

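All of these genes had few counts on both sides of the brain. The deposited counts differ from the paper's description, as each gene had counts on both sides. The contralateral mean was also over 4 for Gm13755, Gm3191, Igkv4-58, 1700017I07Rik and Gm24447. In C mice the mean counts over 4 pools in contralateral and ipsilateral ECs were 7.0 and 0.25 for Gm13755, 6.0 and 0.25 for Gm3191, 4.75 and 1.75 for the immunoglobulin segment Igkv4-58, 3.75 and 0.25 for Gm6064, and 6.25 and 1.0 for 1700017I07Rik. In CS mice they were 5.0 and 1.5 for Gm24447, and 3.75 and 1.75 for Gm11686. Each gene was below the minimum of 10 counts in at least 4 libraries and was not tested, so that no fold change is given.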

The Venn diagram (Fig. 3c) was created with a web-based tool [24]. The expression levels of different marker genes were visualized with heatmapper [25]. Specific markers for each cell population were collated from different publications [26–33].

## Gene Ontology Analysis

Gene ontology (GO) enrichment analysis was performed with g:Profiler [34; Ensembl version 91]. The size of functional categories was limited to between 5 and 5000 genes so as to reduce redundancy in GO annotation. The Benjamini-Hochberg false discovery rate (FDR) correction was calculated to adjust for multiple testing. GO annotations with an adjusted *p* value < 0.01 were considered to be significantly enriched. Finally, REVIGO was used to filter out redundant categories [35].

## Statistics

Except for the stress experiments, all procedures and analyses were performed in a blinded fashion. Results are presented as individual values and as mean ± SD or as boxplot with median and interquartile range as appropriate. Mice were excluded from this study either when MRI yielded evidence of intracerebral hemorrhage (C: 0%, CS: 3%) or failed to confirm successful MCAo (C: 19%, CS: 21%). Statistical analysis was performed using GraphPad Prism version 7 or 8 (GraphPad Software, Inc.). Normality testing was done using D’Agostino-Pearson omnibus test (*n* ≥ 8) or Shapiro-Wilk test (*n* < 8). Since the present study was designed as an exploratory investigation, we did not correct for multiple comparisons.

## Results

### Neuroendocrine Effects of the Chronic Stress Paradigm

A schematic diagram of the experimental design is given in Fig. 1a. Briefly, three different stressors (i.e., exposure to rat, restraint stress, and tail suspension stress) were applied in an alternating fashion over the course of the experiment. Chronically stressed mice (CS) gained significantly less weight than control animals (C), which were left unperturbed in their home cages (Fig. 1b). Adrenal weight was significantly increased in CS mice after completion of the stress paradigm (Fig. 1c, d). Acute stress, i.e., a single session of exposure to rat before sacrifice early on the following morning, resulted in significantly increased circulating corticosterone levels and no relevant change in adrenal gland weight relative to C mice (Fig. 1c, e). By contrast, CS mice showed significantly reduced corticosterone plasma concentrations relative to C mice at the end of the experiment (Fig. 1e). Next, we studied mRNA transcription of genes associated with corticosteroid signaling in the left hypothalamus (Fig. 1f). Expression of glucocorticoid receptor (*Nr3c1*) mRNA and expression of mineralocorticoid receptor (*Nr3c2*) mRNA did not differ significantly between C and CS mice. However, CS mice showed significantly increased mRNA transcription of *Fkbp5* and *Crh* (Fig. 1f). Further, Western blot analysis of homogenates prepared from right hypothalamus confirmed increased FKBP5 protein expression in CS mice (Fig. 1g, h).

### Chronic Stress Impacts the Brain’s Sensitivity to Ischemic Injury

Next, we combined the chronic stress procedure with a model of mild transient brain ischemia (Fig. 2a). C and CS mice were used. Two days after 30 min MCAo/reperfusion, lesion size was measured in vivo using T2-weighted MRI. Lesion volume was found to be significantly increased in CS mice compared to C mice (Fig. 2b). Endothelial mechanisms have been implicated in linking psychological stress with stroke vulnerability [13, 14]. 

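ECs line the vessels of the brain and form its barrier. RNA was sequenced from ECs of the ipsilateral and contralateral MCA territory of 16 C and 16 CS mice, collected 72 h after MCAo. CS mice had been exposed to 28 days of stress before MCAo, and C mice had been left undisturbed. Tissue was combined into 4 pools per group: pools A, D, E and H held C mice and pools B, C, F and G held CS mice. Both hemispheres of a pool came from the same mice, which gave 16 libraries and n = 4 pools in each of the 4 conditions. Differences between single mice were not measured. The authors deposited whole read counts per gene locus from htseq-count, without normalization, after alignment to GRCm38 with the genes of Ensembl 84 and removal of rRNA and tRNA reads. The libraries held 7357189 to 18039853 counts, with a median of 11985056.5 and 200098417 counts in all. The median total was 11120652.5 in contralateral and 15703109.5 in ipsilateral libraries of C mice, and 10585554.5 and 13041787.5 in those of CS mice. Among pools of a condition, counts varied by 7.12 to 54.0 times the variance expected from counting alone (chi-square per degree of freedom). Counts were scaled with edgeR's TMM factors, and levels of single genes are CPM, counts relative to the library total scaled by these factors. Means over marker groups, levels at receptor loci and densities per kb are CPM of the unscaled library total. A gene was tested when at least 4 libraries of the fit had at least 10 counts. Ipsilateral and contralateral ECs were compared with edgeR's quasi-likelihood test, separately in C and in CS mice. Contralateral ECs of C and CS mice were compared in the same way, and the difference between the hemispheric changes of CS and C mice was tested as an interaction in a fit of all 16 libraries. That fit also gave the comparison of ipsilateral ECs of CS with those of C mice. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the thresholds of the paper. Because a pool was split over both hemispheres, each comparison of hemispheres was also fitted with the pool as a replicate block.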

We therefore performed a gene expression analysis using ex vivo ECs harvested separately from the ischemic MCA territory and the corresponding area in the contralateral non-ischemic hemisphere (Fig. 2c). C and CS samples were pooled from groups of 3–5 mice (Fig. 2c). As illustrated in Fig. 2d, cells pre-enriched for CD31 were FACS purified to obtain CD45-/DAPI-/CD31+/CD146+ brain endothelia. 

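Markers of ECs were abundant in every library. The 6 endothelial genes of Fig. 2e, among them the tight junction gene Cldn5 and the von Willebrand factor gene Vwf, had a mean level of 1759 ± 198 CPM of the unscaled library total (SD, n = 16 libraries). The 9 neuronal markers of the same panel, such as Snap25 and Syt1, had a mean of 3.45 ± 2.46 CPM, so that the endothelial mean was 510.0 times as high. It was 281 times that of the 8 astrocyte markers (6.27 ± 2.98 CPM), 818 times that of the 10 markers of oligodendrocytes and their precursors (2.15 ± 1.58 CPM) and 1132 times that of the 6 macrophage markers (1.55 ± 0.935 CPM). Cell types that Fig. 2e leaves out were measured with lists of textbook markers. The 13 mural cell genes, which mark pericytes and smooth muscle, stood at 24.7 ± 14.5 CPM, and the endothelial mean was 71.2 times as high. The 9 fibroblast genes stood at 3.21 ± 2.23 CPM, the 11 microglial genes at 4.49 ± 0.730 CPM and the 10 leukocyte genes at 1.93 ± 1.27 CPM. The 9 genes of red blood cells and platelets were the most abundant of the other groups, at 356 ± 257 CPM, and reached 1029 CPM in ipsilateral pool B of CS mice. Cldn5 lies on chromosome 16 of GRCm38 from 18776847 to 18778262. Its level, scaled by the TMM factors, was 6425 ± 863 CPM in contralateral and 8754 ± 840 CPM in ipsilateral ECs of C mice, and 5661 ± 520 and 6943 ± 511 CPM in those of CS mice (SD, n = 4 pools each). The neuronal mean was 10.4 CPM in contralateral pool D of C mice, against 2.42 to 2.80 CPM in the other 3 contralateral pools of C mice. Marker levels were described and not tested between cell types.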

An analysis of cell type-specific genes confirmed the purity of the FAC-sorted cells (Fig. 2e). Finally, a principal component analysis (PCA) performed on the RNA-seq data yielded two factors (Fig. 2f).

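The second component separated the hemispheres, and the first followed counts at sensory receptor genes. Over 21402 genes, as log2 of CPM + 1, the first component held 55.4% of the variance, the second 10.8% and the third 7.06%. On the second component all 8 ipsilateral libraries had positive scores, from 3.63 to 39.0. Of the 8 contralateral libraries 7 had negative scores, from -29.8 to -1.00, and contralateral pool D of C mice had 9.65. With each gene scaled to unit variance, or with the 500 genes of largest variance, 2 contralateral libraries had positive scores on the second component, which in the latter held 21.3% of the variance. On the first component 4 libraries stood apart: contralateral pool D of C mice at 109, contralateral pool B of CS mice at 81.3, ipsilateral pool B of CS mice at 51.0 and contralateral pool G of CS mice at 39.0. The other libraries lay between -56.6 and 4.12. The same 4 libraries held the most counts at the 1696 loci of olfactory, vomeronasal and taste receptors, genes of sensory cells. In the order given, receptor loci held 1797, 1207, 859 and 781 CPM of the unscaled library total. By condition they averaged 675 ± 751 CPM in contralateral and 223 ± 83.5 in ipsilateral ECs of C mice, and 658 ± 438 and 499 ± 255 in those of CS mice (SD, n = 4 pools). Over the 16 libraries, the score on the first component went with the receptor counts (Pearson's r = 0.972, permutation p = 1e-05, adjusted p = 1.5e-05 by Benjamini-Hochberg over 3 relations; Spearman's rho = 0.985, permutation p = 1e-05, adjusted p = 3e-05). The p of 1e-05 is the smallest that the two-sided permutations can give, and r was 0.983 without the 2 libraries farthest from the median. The permutations took the 16 libraries as independent, although both hemispheres of a pool share mice. Receptor loci were not removed from the genes of the components. No sequencing batch is given for the libraries, so no value within batches could be had.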

**Fig. 2:**
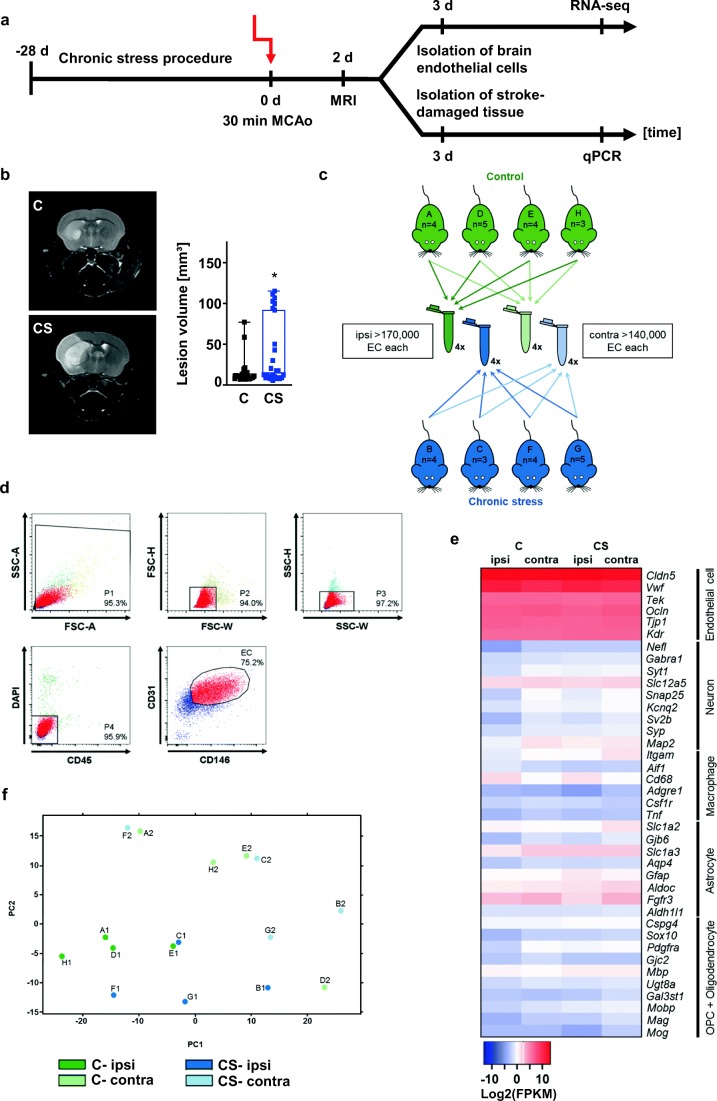
Chronic stress increases early lesion size after MCAo. **a** Experimental setup. Animals were either subjected to the 28-day stress procedure (CS) or were left unperturbed (C). On day 29, C and CS mice underwent 30 min MCAo/reperfusion. Successful MCAo was confirmed at 48 h by T2-weighted MRI. Mice were sacrificed 72 h after MCAo. **b** Chronic stress resulted in increased acute lesion sizes after 30 min MCAo. C: *n* = 25, CS: *n* = 26. Mann-Whitney *U* test. *U* = 213, *p < 0.05. **c**, **d** Endothelial cells (ECs) were harvested from the ipsilateral (ipsi; i.e., infarcted MCA territory) and contralateral (contra; i.e., corresponding area on the non-infarcted side) hemispheres of C and CS mice. Cells from 3–5 mice were pooled for each sample. **d** Gating strategy for flow cytometric sorting of MACS-purified CD31+ cells. **e** The heatmap confirms strong expression of endothelial marker genes in all samples. **f** Principal component analysis (PCA) plot of all RNA-seq data. The two-dimensional scatter plot represents the differential patterns of gene expression in ECs harvested from C and CS mice after 30 min MCAo/reperfusion. FPKM, fragments per kilobase per million fragments mapped

### A Transcriptomic Signature of Chronic Stress in MCAo-Exposed Endothelium

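Among the DEGs of C mice, AA467197, Apod and Lrg1 rose most in ECs of the ischemic side, and Nov fell most. The increase among DEGs was largest in AA467197, also known as Nmes1, with a log2(fold change) of 3.96 (SE 0.50, adjusted p = 0.0160 by edgeR, n = 4 pools per side), and in Apod, a carrier of small lipids, at 3.05 (SE 0.31, adjusted p = 0.0135 by edgeR). Lrg1, a secreted glycoprotein that promotes vessel growth through TGF-beta signaling, rose from 319.9 ± 179.8 to 2723 ± 1339 CPM (SD, n = 4 pools), a log2(fold change) of 2.99 (SE 0.45). Its gene lies on chromosome 17 of GRCm38 from 56119678 to 56122001. Among the next largest increases of DEGs were Gm28100 at 2.89 (SE 0.52), the cytoskeletal adaptor Pdlim1 at 2.77 (SE 0.50), the IGF-binding protein Igfbp6 at 2.63 (SE 0.45) and the MAP kinase phosphatase Dusp2 at 2.46 (SE 0.38). Dok3, an adaptor that dampens immune receptor signals, had a log2(fold change) of 2.30 (SE 0.35), the angiotensin-converting enzyme gene Ace 2.23 (SE 0.35) and the carboxypeptidase gene Cpe 2.21 (SE 0.37). Vwf, which encodes a clotting factor stored in ECs, rose from 1626 ± 365 to 3519 ± 722 CPM. Nov, a matricellular protein also called Ccn3, fell from 46.9 ± 13.6 to 11.8 ± 2.93 CPM, a log2(fold change) of -2.04 (SE 0.22). The other 3 DEGs with a lower level were the ganglioside enzyme B4galnt1 at -1.43 (SE 0.25), Pi16 at -1.22 (SE 0.21) and Vwa3a at -1.09 (SE 0.20). Each of these genes moved in the same direction in 4 of 4 pools, a condition by which all but Vwf had been chosen.

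In all, 47 of 16789 tested genes were DEGs in C mice, 43 higher and 4 lower on the ischemic side. A fit with the pool as a replicate block gave 113, of which 101 were higher and 12 lower. With DESeq2's Wald test 111 were higher and 105 lower. Single libraries moved the count in fits without the block. It was 0 without contralateral pool E (2408 genes at an unadjusted p under 0.05) and 0 without contralateral pool H (2957 genes), both by edgeR. It was 5 without contralateral pool A, 4, 13 and 10 without ipsilateral pools D, E and H, and 113 without contralateral pool D, the library with the most receptor counts. With the replicate block, Chst1 and Fbp1, which are DEGs of CS mice, were called in C mice too, at 2.35 (adjusted p = 0.000887) and 2.83 (0.00667 by edgeR). Vwf also fell short of the fold threshold without contralateral pool D, at a log2(fold change) of 0.98.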

Volcano plots show genes that were increased or decreased by more than two-fold (*p* < 0.05) in ipsilateral compared to contralateral endothelium (Fig. 3a, b). The number of differentially expressed genes (DEGs) was higher in endothelia from CS mice than in endothelia from C mice. 

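In CS mice, genes of sprouting endothelium stood among the DEGs with the largest increases on the ischemic side. Kcne3, a potassium channel subunit enriched in endothelial tip cells, the leading cells of a vascular sprout, rose from 3.48 ± 2.57 to 54.9 ± 32.0 CPM (SD, n = 4 pools), a log2(fold change) of 4.06 (SE 0.48, adjusted p = 0.00574 by edgeR). Apln encodes the peptide apelin, which tip cells secrete, and rose from 13.7 ± 12.1 to 143 ± 49.8 CPM, a log2(fold change) of 3.44 (SE 0.51, adjusted p = 0.00965 by edgeR). Pgf encodes placental growth factor, a ligand of VEGF receptor 1, and rose from 17.6 ± 7.64 to 114 ± 59.9 CPM, a log2(fold change) of 2.77 (SE 0.37, adjusted p = 0.00735 by edgeR). Fbp1, an enzyme of gluconeogenesis, rose by 3.15 (SE 0.48), Upp1, an enzyme of uridine breakdown, rose by 2.87 (SE 0.36), and Chst1, a sulfotransferase of glycans, by 2.84 (SE 0.40) on the log2 scale. AA467197 at 3.59 (SE 0.68), Pdlim1 at 3.19 (SE 0.55), Igfbp6 at 2.88 (SE 0.53) and Gm28100 at 2.82 (SE 0.38) completed the 10 largest increases among DEGs. Nov fell from 29.9 ± 14.8 to 5.88 ± 3.34 CPM, a log2(fold change) of -2.30 (SE 0.39). The other DEGs with a lower level were the FGF receptor gene Fgfr3 at -1.50 (SE 0.30), Vwa3a at -1.40 (SE 0.21) and the laminin chain gene Lamc3 at -1.17 (SE 0.21). Each of these genes moved in the same direction in 4 of 4 pools, a condition by which they had been chosen.

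In all, 75 of 19228 tested genes were DEGs in CS mice, 71 higher and 4 lower on the ischemic side, and 222 with the pool as a replicate block (176 higher, 46 lower). With the block, Lrg1 at 2.77 (adjusted p = 2.71e-06), Apod at 2.07 (5.25e-06), Ace at 1.54 (2.70e-05), Dok3 at 1.65 (0.00523) and B4galnt1 at -1.52 (0.000754 by edgeR), DEGs of C mice, were called in CS mice too. The count was 37, 12 and 46 without contralateral pools B, C and G, and 43 without ipsilateral pool F and 43 without ipsilateral pool G. Without contralateral pool C, Apln had an adjusted p of 0.0910, Fbp1 of 0.0946, Gm28100 of 0.0606 and Nov of 0.10 by edgeR. In all, Nov lost its call in 2 of the 8 runs that left out a single library. Kcne3, Upp1, Chst1, Pgf and Vwa3a were called without each of the 8 libraries in turn. AA467197, Pdlim1, Igfbp6, Fgfr3 and Lamc3 lost their calls without each of 3 or more libraries, up to an adjusted p of 0.158, 0.137, 0.164, 0.178 and 0.0891 by edgeR. The runs that left out a library did not use the replicate block. With the block and all libraries, the adjusted p by edgeR was 3.94e-06 for AA467197, 1.66e-06 for Pdlim1, 0.000234 for Igfbp6 and 2.68e-05 for Nov.

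Whether the change between hemispheres differed between CS and C mice was tested directly. By edgeR, 0 of 21402 genes passed this interaction test, with 525 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.915. Uniform p values would give 1070 genes under 0.05, so the p values of this fit ran high. DESeq2 called 0 genes, with 568 at an unadjusted p under 0.05, and edgeR with the pool as a replicate block 0, with 1166 and a smallest adjusted p of 0.314. On simulated counts of 20664 genes with these libraries, edgeR recovered 10.2% of genes given a log2 difference of 1 and 48.0% of those given 2. These shares were the same with the fold threshold. The simulation drew genes independently and without the background shared by some libraries, so recovery in the real counts may be lower.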

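Most genes that rose on the ischemic side of one group also had a higher level there in the other. The 23 DEGs called in both groups comprised 21 genes that were higher and 2 that were lower on the ischemic side, and 0 genes went in opposite directions. The 2 lower genes were Nov and Vwa3a. The higher genes included AA467197, Pdlim1, Igfbp6, Dusp2, Upp1 and Cpe, and Bmp4, a secreted BMP ligand, with log2(fold changes) of 1.95 (SE 0.24) in C and 2.07 (SE 0.40) in CS mice. Among the 16588 genes tested in both groups, independent lists of these sizes would share 0.184 higher and 0.000965 lower genes. A further 22 higher and 2 lower genes were called in C mice alone, and 50 higher and 2 lower genes in CS mice alone. Of the 43 genes called higher in C mice, all 43 had a positive log2(fold change) in CS mice, with a median of 1.37 in C and 1.42 in CS mice. Of the 71 genes called higher in CS mice, 70 had a positive log2(fold change) in C mice, with a median of 1.67 in CS and 1.34 in C mice. The exception was Ccnd1, which encodes cyclin D1, with -0.18 (SE 0.20) in C mice. When the pool was a replicate block, 90 genes were shared, 86 higher (1.07 by independent lists) and 4 lower (0.0318). The number shared was 0 without contralateral pool E or H of C mice, 4 without contralateral pool A, 41 without contralateral pool D, and 3, 9 and 7 without ipsilateral pools D, E and H of C mice. It was 12, 5 and 11 without contralateral pools B, C and G of CS mice, and 13 and 11 without ipsilateral pools F and G of CS mice.

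**Figure D1:**
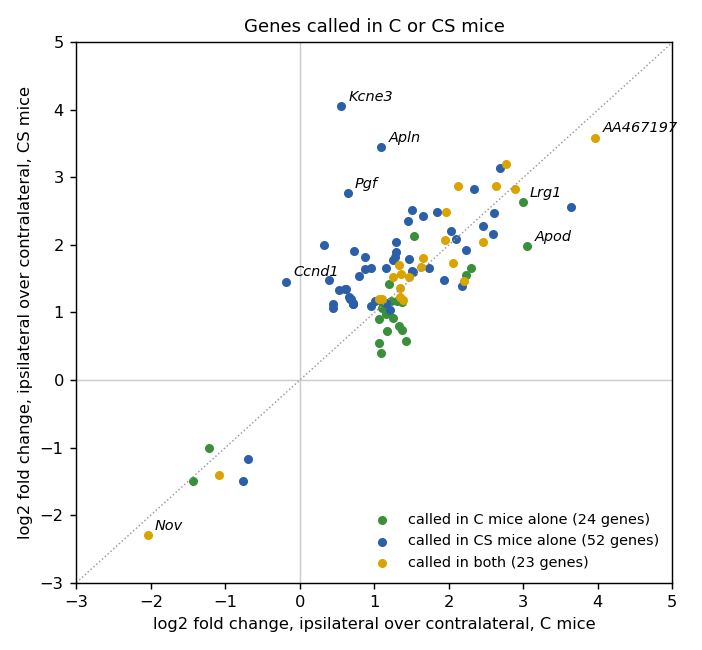
Log2(fold change) between ipsilateral and contralateral ECs in C mice (x axis) and in CS mice (y axis) for the 24 DEGs of C mice alone, the 52 of CS mice alone and the 23 of both. Each point is a gene, the dotted line marks equal changes, and Ccnd1 is the gene called higher in CS mice whose value in C mice is below 0.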

Figure 3c summarizes the number of DEGs in C and CS mice as well as the intersection of genes regulated similarly in both experimental groups. A complete list of genes included in each category is provided in supplementary material ESM 2–4. Additionally, Fig. 3d summarizes the number of DEGs in different log2 (fold change) categories. 

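Changes between a log2(fold change) of 1 and 2 were the most frequent in both groups. In C mice 31 genes rose by a log2(fold change) of 1 to 2, 10 by 2 to 3 and 2 by 3 or more; the last were AA467197 and Apod. Of the genes that fell, 3 lay between -1 and -2 and 1, Nov, at or under -2. In CS mice 47 genes rose by 1 to 2, 19 by 2 to 3 and 5 by 3 or more. The 5 were Kcne3, AA467197, Apln, Pdlim1 and Fbp1. Here too 3 of the genes that fell lay between -1 and -2, and Nov alone at or under -2. With DESeq2's Wald test the C counts, in the same order, were 80, 25 and 6 for higher and 61 and 44 for lower genes, and the CS counts 108, 27 and 5 for higher and 11 and 1 for lower genes. With no count filter they were 143, 35 and 10 for higher and 47 and 11 for lower genes in C mice, and 143, 37 and 7 for higher and 23 and 3 for lower genes in CS mice. The fit of all 16 libraries gave 43, 20 and 4 higher and 4 and 0 lower genes in C mice, and 35, 13 and 5 higher and 3 and 1 lower genes in CS mice. With the pool as a replicate block the C counts were 75, 21 and 5 for higher and 11 and 1 for lower genes, and the CS counts 138, 33 and 5 for higher and 45 and 1 for lower genes. Without contralateral pool D of C mice, 59, 19 and 21 genes rose in C mice by 1 to 2, by 2 to 3 and by 3 or more, and 12 and 2 fell. All counts in C mice were 0 without contralateral pool E or H. Without contralateral pool A they were 3, 0 and 1 for higher genes, without ipsilateral pool D 1, 1 and 1, without ipsilateral pool E 9, 2 and 1, and without ipsilateral pool H 7, 0 and 2, with 1 lower gene, Nov, in each. In CS mice 17, 10 and 2 genes rose without contralateral pool B, 6, 4 and 1 without contralateral pool C, 71, 26 and 11 without contralateral pool F, 18, 15 and 7 without contralateral pool G, 30, 17 and 5 without ipsilateral pool C, 25, 13 and 2 without ipsilateral pool F, and 22, 15 and 4 without ipsilateral pool G. There, 7 genes fell by 1 to 2 without contralateral pool B, 5 without contralateral pool G, 11 without ipsilateral pool B, 8 without ipsilateral pool C and 1 without contralateral pool C.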

RNA-seq did not yield differences in gene expression between ECs harvested from the contralateral hemisphere of C mice and ECs harvested from the contralateral hemisphere of CS mice.

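In contralateral ECs none of the most divergent genes between C and CS mice passed the test. The 5 genes with the smallest p were Zfyve16, an adaptor of endosomes in TGF-beta signaling, Mall, a protein of lipid rafts, the chemokine gene Cxcl1, the tetraspanin gene Cd82 and Smim13, a small membrane protein. In CS relative to C mice their log2(fold changes) were 0.53 (SE 0.15), -0.92 (SE 0.28), -2.30 (SE 0.74), -0.53 (SE 0.17) and 0.48 (SE 0.16), with n = 4 pools per group. Their adjusted p values by edgeR were 1.00 each. Of 18883 tested genes 0 were called, 79 had an unadjusted p under 0.05 and the smallest adjusted p was 1.00. Uniform p values would give 944 genes under 0.05. The p values of this fit therefore ran high, and 0 calls do not show that levels were equal. DESeq2 called 0 genes, with 71 at an unadjusted p under 0.05. Without contralateral pool D of C mice, edgeR called 0 genes, with 814 at an unadjusted p under 0.05 and a smallest adjusted p of 0.760. On simulated counts of 17906 genes with the real means and library sizes, edgeR recovered 29.8% of the genes given a log2 difference of 1 and 66.0% of those given 2, by adjusted p and direction. With the fold threshold too, 21 of 94 genes given 1 were called. Genes were simulated independently and without the background shared by some libraries, so recovery in the real counts may be lower.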

**Fig. 3:**
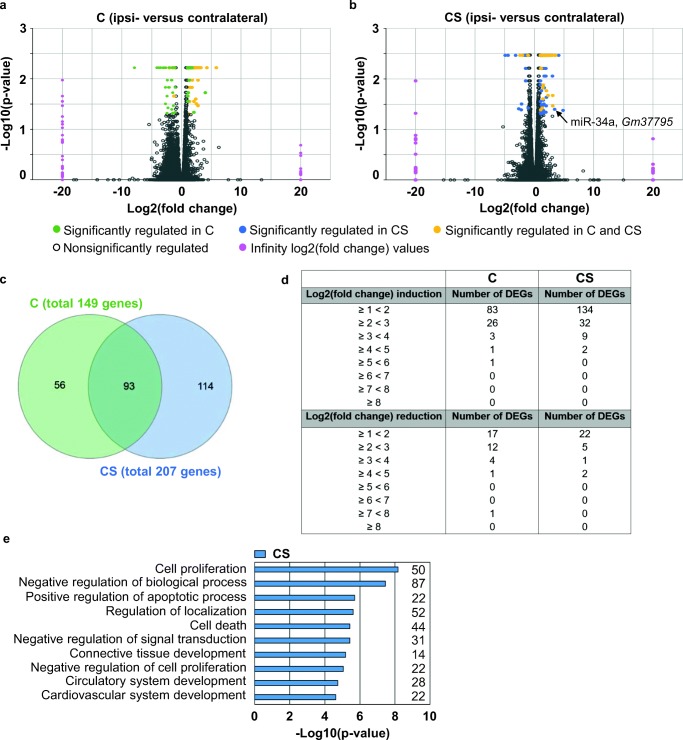
Transcriptomic analysis of brain ECs. ECs were harvested from C and CS mice 72 h after 30 min MCAo. Upregulation or downregulation of gene expression is relative to gene expression in endothelia harvested from the contralateral hemisphere. **a**, **b** Volcano plots of all genes quantified by RNA-seq. The negative log10 of the *p* value is plotted on the *y* axis. The *x* axis is the log2 of the fold change between endothelial gene expression in the ipsilateral and contralateral sides. **a** Gene expression in control (C) animals. **b** Gene expression in chronically stressed mice (CS). Green dots represent genes which are significantly upregulated or downregulated in C mice. Blue dots represent genes which are significantly upregulated or downregulated in CS mice. Yellow dots represent genes significantly regulated in both C and CS mice. Gray dots represent genes without significant regulation. The two vertical columns of pink dots in the chart are genes for which no expression was detected in ECs harvested from either the contralateral or the ipsilateral hemisphere, so log2(fold change) values were arbitrarily set to ± 20 (instead of ± infinity). Note that genes with a log2(fold change) value of infinity and FDR < 0.05 were not considered as differentially expressed due to low mean read counts. **c** Venn diagram showing the number and overlap of differentially regulated genes in ECs from C and CS mice. Green circle: endothelial gene expression in C mice; blue circle: endothelial gene expression in CS mice. **d** The table summarizes the number of differentially expressed genes (DEGs) in different log2(fold change) categories. **e** The top 10 biological process GO terms that were only detected in CS mice (see supplementary data for entire list)

Next, we performed a GO term analysis for the DEGs in each group. The annotation rates of the DEGs were 84.9% and 96.3% in ECs from C and CS mice, respectively. ESM 1a summarizes biological process GO terms that were simultaneously enriched in ECs from both C and CS mice (*p* < 0.01). 

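Genes of protein synthesis, matrix remodelling, secretory stress and low oxygen rose as groups on the ischemic side in C and in CS mice by limma's camera at its preset correlation between genes, but not with a correlation estimated from the counts, and most of their members were not DEGs. These are gene lists fixed before the counts were examined, and camera compares a list with all other genes. The paper's gene tables, which come from the same libraries, had been read when the plan of the tests was written. The lists may therefore not be blind to those values. Of the ribosomal protein genes, 78 of 78 in C and 78 of 79 in CS mice had a higher level on the ischemic side, with median log2(fold changes) of 0.62 and 0.41 (adjusted p = 3.66e-74 and 1.06e-26 by camera, or adjusted p = 0.137 and 0.393 with an estimated correlation). Rplp0, a protein of the ribosomal stalk, was the 1 DEG among them, in C mice at 1.14 (SE 0.18), and also the 1 that passed when adjusted over the list alone. In CS mice 0 were DEGs by edgeR (35 at an unadjusted p under 0.05), 0 when adjusted over the list alone and 1 by DESeq2, and Rpl4 had 0.76 (SE 0.22) and Rps14 0.30 (SE 0.20). At the adjusted p alone 10 ribosomal genes passed in C mice, and 61 in C and 36 in CS mice with the pool as a replicate block. Ribosomal protein genes took 2.57 ± 0.270% of ipsilateral and 1.80 ± 0.110% of contralateral counts in C mice, and 2.46 ± 0.384% and 1.91 ± 0.261% in CS mice (SD, n = 4 pools).

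Of the matrix genes, 17 of 20 were higher in C mice (median 0.67, adjusted p = 9.37e-10 by camera, or adjusted p = 0.137 with an estimated correlation) and 19 of 21 in CS mice (median 0.73, adjusted p = 5.31e-15 by camera, or adjusted p = 0.0897 with an estimated correlation). Their DEG was Serpinh1, a chaperone of collagen, in CS mice at 1.12 (SE 0.21), with 0.71 (SE 0.19) in C mice. Sparc, a matrix glycoprotein, had 0.70 (SE 0.17) and 0.81 (SE 0.22), and Fn1, fibronectin, 0.36 (SE 0.16) and -0.14 (SE 0.21). In C mice 0 matrix genes were DEGs by edgeR (13 at an unadjusted p under 0.05) and 3 by DESeq2. Adjusted over the list alone, 6 and 7 matrix genes passed. Genes of the unfolded protein response had medians of 0.34 in C (16 of 17 higher, adjusted p = 4.05e-07 by camera, or adjusted p = 0.140 with an estimated correlation) and 0.51 in CS mice (13 of 17, adjusted p = 1.17e-06, or adjusted p = 0.364 with an estimated correlation). Xbp1, a transcription factor of that response, was a DEG in C mice at 1.30 (SE 0.23) and had 1.17 (SE 0.27, adjusted p = 0.0941 by edgeR) in CS mice. The chaperone gene Hspa5 had 0.22 (SE 0.29) and 0.13 (SE 0.34). In CS mice 0 genes of this list were DEGs by edgeR (9 at an unadjusted p under 0.05) and 2 by DESeq2. Adjusted over the list alone, 1 gene passed in C and 2 in CS mice. Genes of hypoxia and glycolysis had medians of 0.42 (14 of 21 higher, adjusted p = 1.90e-05 by camera, or adjusted p = 0.0715 with an estimated correlation) and 0.67 (15 of 21, adjusted p = 2.33e-08, or adjusted p = 0.213 with an estimated correlation). Hilpda, a lipid droplet protein induced by low oxygen, was a DEG in CS mice at 1.14 (SE 0.22) and had 1.16 (SE 0.34) in C mice, where Ldha had 0.43 (SE 0.15) and Slc2a1 -0.10 (SE 0.30). In C mice 0 genes of this list were DEGs by edgeR (9 at an unadjusted p under 0.05) and 3 by DESeq2. Adjusted over the list alone, 3 and 5 passed.

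Markers of other cells shifted by the same test: those of red blood cells and platelets rose in C (median 0.48, adjusted p = 0.0492, or adjusted p = 0.633 with an estimated correlation) and CS mice (0.61, adjusted p = 0.0307, or adjusted p = 0.628 with an estimated correlation), and the neuronal markers of Fig. 2e fell in C mice (-1.41, adjusted p = 0.0102 by camera, or adjusted p = 0.537 with an estimated correlation), though neither passed in C mice without contralateral pool D (0.0681 and 0.0774). In all, 14 of 30 lists passed camera in C and 10 in CS mice, and 0 and 0 with an estimated correlation between genes, where the smallest adjusted p was 0.0715 in C and 0.0676 in CS mice. With the pool as a replicate block, matrix DEGs numbered 1 in C and 6 in CS mice, hypoxia DEGs 2 and 5, and Xbp1 was a DEG in CS mice (adjusted p = 4.21e-05 by edgeR). Rplp0 and Xbp1 were not called in C mice without contralateral pool A (0.0654 and 0.0809), E (0.165 and 0.173) or H (0.135 and 0.150), or without ipsilateral pool D (0.0643 and 0.122), E (0.0564 and 0.0571) or H (0.0895 and 0.146 by edgeR). In CS mice, Serpinh1 lost its call without contralateral pools B, C or G (adjusted p = 0.0805, 0.162 and 0.105) and without ipsilateral pools C, F or G (0.0866, 0.0703 and 0.0768 by edgeR). Hilpda lost it without contralateral pools B, C or G (0.0966, 0.158 and 0.0599) and without ipsilateral pools F or G (0.168 and 0.213 by edgeR). Xbp1 gained a call in CS mice without contralateral pool F (0.0365) and without ipsilateral pool B (0.0384 by edgeR).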

Additional biological process GO terms emerged in CS mice. 

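In CS mice, tip cell genes had the largest median log2(fold change) of the 30 lists. Of 15 measured tip cell genes, 13 had a higher level in ipsilateral ECs, 5 were DEGs and 8 passed when adjusted over the list alone. The median log2(fold change) was 1.04 (adjusted p = 5.62e-20 by camera; adjusted p = 0.0676 with an estimated correlation). The DEGs included Kcne3, Pgf, Apln and Trp53i11, a p53-inducible membrane protein, at 2.49 (SE 0.39). In C mice, Trp53i11 was the 1 DEG of 14 measured tip cell genes, at 1.96 (SE 0.37), with 11 genes higher, 4 passing when adjusted over the list alone and a median of 0.60 (adjusted p = 1.01e-06 by camera; adjusted p = 0.140 with an estimated correlation). Of 30 genes of angiogenesis, the growth of new vessels, 4 were DEGs in CS mice: Pgf, Apln, Bmp4 and the Tie2 ligand gene Angpt2. Adjusted over the list alone, 6 passed. Camera placed the list upward (adjusted p = 0.00206; adjusted p = 0.388 with an estimated correlation), although its median log2(fold change) was -0.09 and 12 of the 30 genes were higher. In C mice, Bmp4 was the 1 DEG of that list, 2 genes were higher and 1 was lower when adjusted over the list alone, 16 genes were higher and the median was 0.08 (adjusted p = 0.00323 by camera, and 0.0678 without contralateral pool D of C mice; adjusted p = 0.137 with an estimated correlation).

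Venous genes passed in C mice, where 9 of 10 were higher with a median of 0.36 (adjusted p = 0.000142 by camera; adjusted p = 0.137 with an estimated correlation), Vwf was the 1 DEG and 1 gene passed when adjusted over the list alone. In CS mice they had a median of 0.32 and an adjusted p of 0.0744 by camera, which was 1.65e-06 with the pool as a replicate block (adjusted p = 0.193 with an estimated correlation). There Vwf had 0.54 (SE 0.23) and the acute phase gene Lcn2 0.78 (SE 0.55).

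With the pool as a replicate block, DEGs of the tip cell list numbered 4 in C mice, and 8 higher and 1 lower in CS mice. Those of the angiogenesis list numbered 4 in C mice, and 6 higher and 1 lower in CS mice, and venous DEGs 2 and 1. In C mice Bmp4 was not called without contralateral pools A, E or H (0.0551, 0.126 and 0.0574) or ipsilateral pool D (0.0541), and Trp53i11 not without contralateral pools A, E or H (0.0654, 0.165 and 0.142) or ipsilateral pools D, E or H (0.105, 0.0680 and 0.131 by edgeR). In CS mice Trp53i11 was not called without contralateral pool C (0.10), and Bmp4 not without contralateral pools B, C or F (0.0972, 0.211 and 0.0505) or ipsilateral pools F or G (0.124 and 0.195 by edgeR).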

The top 10 of these terms are given in Fig. 3e. The biological processes in question are highly relevant to endothelial viability and function and highlight the effects of prior stress priming on the transcriptomic response to MCAo. 

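When the difference between the hemispheric changes of CS and C mice was tested by list, 8 of 30 lists passed limma's camera at its preset correlation between genes and 0 with an estimated correlation, where the smallest adjusted p was 0.899. Venous, barrier and ribosomal genes had a lower and tip cell genes a higher change in CS than in C mice; these 4 lists also passed camera without contralateral pool D of C mice, and endothelial, apoptosis and neuronal lists did not. Of the 15 tip cell genes 10 were positive, with a median difference in log2(fold change) of 0.31 (adjusted p = 0.00977 by camera, and 2.34e-05 without pool D, or adjusted p = 0.899 with an estimated correlation); 3 of them passed when adjusted over the list alone. Venous genes had a median of -0.38 (2 of 10 positive, adjusted p = 0.00490, and 0.000302 without pool D, or adjusted p = 0.899 with an estimated correlation). Of 22 blood-brain barrier genes 2 were positive, with a median of -0.37 (adjusted p = 3.56e-07, or adjusted p = 0.899 with an estimated correlation) and Slco2b1 at -0.80 (SE 0.30); without pool D the median was -0.15 (adjusted p = 0.0326 by camera). Of 79 ribosomal protein genes 2 were positive, with a median of -0.31 (adjusted p = 5.96e-15 by camera, or adjusted p = 0.946 with an estimated correlation), and -0.19 without pool D (1.43e-07). The run without pool D kept the other libraries richest in receptor counts, all of CS mice, so it does not set their background aside.

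The other 4 lists lost their calls without contralateral pool D of C mice. Of the 6 endothelial markers of Fig. 2e, 0 had a positive interaction, with a median of -0.41 (adjusted p = 0.00261 by camera, and 0.107 without pool D, or adjusted p = 0.899 with an estimated correlation), and Vwf had -0.62 (SE 0.31). Apoptosis genes had -0.22 (6 of 24 positive, adjusted p = 0.00839 by camera, and 0.473 without pool D, or adjusted p = 0.914 with an estimated correlation). The 9 neuronal markers of Fig. 2e were all positive, with a median of 0.86 (adjusted p = 0.0441, and 0.0518 with the pool as a replicate block, or adjusted p = 0.949 with an estimated correlation), but contralateral pool D held 10.4 CPM of them against 2.42 to 2.80 CPM in the other contralateral pools of C mice, and without it 5 of 8 were positive, with a median of 0.16 (adjusted p = 0.874 by camera). Of 16 textbook neuronal markers 14 were positive, with a median of 0.74 (adjusted p = 0.0302 by camera, or adjusted p = 0.949 with an estimated correlation), and without pool D 11, with a median of 0.22 (0.669). Inflammatory activation passed camera without pool D alone, at a median of -0.22 (adjusted p = 0.0218, or adjusted p = 0.997 with an estimated correlation).

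From the GO terms that the DEGs of CS mice added, the paper concludes that the processes bear on endothelial viability and function and that prior stress shapes the transcriptomic response to MCAo. GO terms were not analysed here.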

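Genes of arterial identity and of the barrier did not pass limma's camera in the comparisons of hemispheres with all libraries. Arterial genes had medians of -0.19 in C (adjusted p = 0.298) and -0.32 in CS mice (0.306 by camera). Without contralateral pool D of C mice, arterial genes had a median of -0.24 in C mice and passed (adjusted p = 0.00403 by camera; adjusted p = 0.364 with an estimated correlation). Sox17 had -0.33 (SE 0.20) and -0.39 (SE 0.21), and Alpl -1.04 (SE 0.29) and -0.81 (SE 0.36). Blood-brain barrier genes had medians of 0.03 (adjusted p = 0.0786) and -0.13 (0.105 by camera); Slco2b1, an uptake transporter, was a DEG in C mice at 1.09 (SE 0.19), and Itm2a had 0.05 (SE 0.21) and 0.04 (SE 0.24). Cell cycle genes had medians of -0.19 (0.823) and -0.01 (0.0634 by camera); Ccnd1 was a DEG in CS mice, and Pcna had 0.10 (SE 0.16) and 0.36 (SE 0.18).

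Lists of response to hormones and stress did not pass camera in either group. The glucocorticoid response had medians of -0.15 in C (adjusted p = 0.823) and -0.13 in CS mice (0.719), with Tsc22d3, a gene induced by glucocorticoids, at 0.09 (SE 0.39) and 0.03 (SE 0.29). The p53 targets had medians of -0.12 (0.536) and -0.08 (0.946), with Cdkn1a at -0.26 (SE 0.80) and -0.13 (SE 0.66) and the death receptor gene Fas at 0.02 (SE 0.25) and -0.08 (SE 0.21). The interferon response had medians of 0.05 (0.230) and 0.10 (0.105), with Ifitm3 at 0.91 (SE 0.22) and 1.06 (SE 0.28) and Gbp2 at 0.07 (SE 0.22) and 0.10 (SE 0.26). Immediate early genes had medians of -0.12 (0.699) and -0.11 (0.627), with Klf2 at -0.27 (SE 0.21) and -0.17 (SE 0.25) and Jund at -0.12 (SE 0.24) and 0.02 (SE 0.21). Genes encoded by mitochondria had medians of 0.22 (0.0978) and 0.05 (0.506 by camera), with mt-Co1 at 0.27 (SE 0.15) and 0.26 (SE 0.20) and mt-Cytb at 0.11 (SE 0.17) and 0.14 (SE 0.21).

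Ifitm3 became a DEG in CS mice with the pool as a replicate block (adjusted p = 0.00108) and in C mice without contralateral pool D (0.0120), and Alpl became a DEG in C mice without that library, at -1.25 (0.0158 by edgeR). Slco2b1 was not called in C mice without contralateral pools A, E or H (0.0745, 0.165 and 0.135) or ipsilateral pools D, E or H (0.105, 0.0754 and 0.132 by edgeR). Ccnd1 was not called in CS mice without contralateral pools B or C (0.0551 and 0.105) or ipsilateral pools F or G (0.0572 and 0.0892 by edgeR). Adjusted over the list alone, 1 barrier gene was higher and 1 arterial gene lower in C mice. In CS mice 1 interferon response gene and 1 cell cycle gene were higher, and 1 p53 target was higher and 2 were lower.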

The complete lists of GO terms enriched exclusively in C or CS mice are given in ESM 1b and 1c.

### Upregulation of MicroRNA-34a Promotes Ischemic Injury

MicroRNA-34a is increased by atheroprone oscillatory shear stress and promotes endothelial senescence [36, 37]. MiR-34a has previously been shown to repress SIRT1 expression [37, 38]. MiR-34a-5p and miR-34a-3p are the mature sequences of miR-34a.

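The precursor of miR-34a has no gene locus of its own in the count table. Mir34a lies on chromosome 4 of GRCm38 from 150068454 to 150068555, on the plus strand, and is 102 bp long. It shares its locus with Gm37795, a transcript of 2459 bp from 150068539 to 150070997 on the same strand that still awaits experimental testing, and reads of both were counted together. This shared locus had few counts, 0 to 31 per library. In CS mice it stood at 1.46 ± 0.740 CPM in contralateral and 0.865 ± 0.496 CPM in ipsilateral ECs (SD, n = 4 pools), a log2(fold change) of -0.67 (SE 0.59, adjusted p = 0.776 by edgeR), and was higher on the ischemic side in 1 of 4 pools. In C mice it stood at 1.47 ± 1.31 and 0.391 ± 0.594 CPM, a log2(fold change) of -2.04 (SE 1.07, adjusted p = 0.329 by edgeR), and was higher on the ischemic side in 1 of 4 pools. Over the 16 libraries its CPM of the unscaled library total rose and fell with the counts at sensory receptor loci (Pearson's r = 0.940, permutation p = 1e-05, adjusted p = 1.5e-05 by Benjamini-Hochberg over 3 relations, and Spearman's rho = 0.868, permutation p = 5e-05, adjusted p = 7.5e-05). The p of 1e-05 is the smallest these permutations can give, and r was 0.748 without the 2 libraries farthest from the median. The permutations took the 16 libraries as independent of their pools, and both levels have the library total as denominator. The counts do not separate mature miR-34a from other transcripts of the locus.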

MiR-34a was one of the transcripts found to be only differentially regulated in ECs from CS mice (Fig. 3b). Crucially, miR-34a was associated with nine of the top 10 biological process GO terms exclusively enriched in CS endothelium (Fig. 3e). We therefore investigated the relationship between expression of mature miR-34a-5p and miR-34a-3p in ischemic brain tissue and MRI lesion size.

There was considerable variance in infarct size among mice in the CS group, possibly reflecting partial resilience to the adverse effects of chronic stress in a subgroup of CS mice. For this reason, we divided CS mice into two groups based on their infarct sizes: (1) ‘CS large’ group with an infarct size above the median of the CS group, (2) ‘CS small’ group. Expression of miR-34a-5p and miR-34a-3p was significantly increased while *Sirt1* mRNA expression was significantly decreased in the ‘CS large’ group relative to both the ‘CS small’ group and C mice (Fig. 4a–c). Interestingly, mRNA transcription of *Fkbp5* observed from ischemic whole brain tissue did not differ significantly between experimental groups (Fig. 4d). However, we still found a moderate positive relationship between mRNA transcription of *Fkbp5* in ischemic brain tissue and infarct volume (Fig. 4e).

**Fig. 4:**
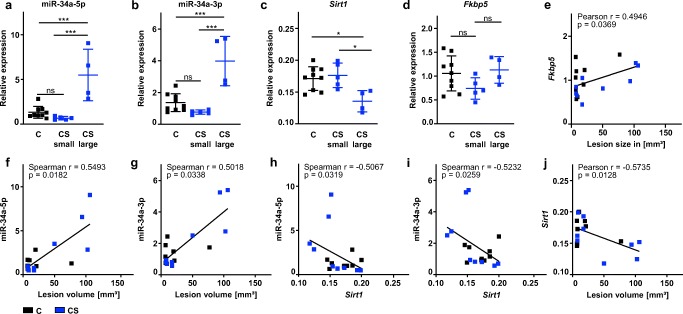
Expression of miR-34a microRNAs is positively related to lesion size and inversely related to *Sirt1* mRNA expression in ischemic whole brain. Mice were killed 72 h after 30 min MCAo/reperfusion. As described in the main text, CS mice were divided into two groups based on their infarct sizes—‘CS large’ group and ‘CS small’ group. Expression levels of miR-34a-5p, miR-34a-3p, *Sirt1*, and *Fkbp5* were assessed in ischemic whole brain tissue. MiR-34a values are expressed as fold change relative to RNU6B and one control mouse using the 2^(-∆∆Ct)^ method. Relative *Sirt1* and *Fkbp5* mRNA expression values were calculated using the ΔCT method corrected for primer efficiency and normalized to *Tpp2* as housekeeping gene. **a–d** C: *n* = 9, ‘CS small’ group: *n* = 5, ‘CS large’ group: *n* = 4. **e–j***N* = 9 mice per group. **a** One-way ANOVA F(2,15) = 16.28, *p* < 0.001 with Tukey’s multiple comparison test: ***p < 0.001. **b** One-way ANOVA F(2,15) = 19.82, *p* < 0.001 with Tukey’s multiple comparison test: ***p < 0.001. **c** One-way ANOVA F(2,15) = 6.575, *p* < 0.01 with Tukey’s multiple comparison test: *p < 0.05. **d** One-way ANOVA F(2,15) = 2.138, *p* = 0.152. **e–j** Pearson’s correlation coefficient or Spearman’s rank correlations were computed depending on whether data were normally distributed or not

Expression of miR-34a-5p and miR-34a-3p was positively related to infarct size (Fig. 4f, g) and negatively related to *Sirt1* mRNA expression (Fig. 4h, i). Finally, transcription of *Sirt1* mRNA was negatively related to the size of the ischemic lesion (Fig. 4j).

## Discussion

While this study focuses chiefly on endothelial mechanisms, it is noted that the adverse effects of chronic stress are far-reaching and clearly not restricted to a single cell type in the brain. For example, the expression of neurotrophins in brain tissue is strongly impacted by stress and corticosteroids, which, in turn, may affect cellular plasticity and neuronal vulnerability to ischemia [39, 40]. With this being acknowledged, however, one key advantage to our reductionist approach is that it provides a new and hitherto barely considered angle on the complex pathways linking stress and stroke.

This study yielded the following key findings: (1) The chronic stress paradigm exerted robust effects at multiple levels, including, among others, reduced weight gain, increased adrenal gland weight, and increased hypothalamic FKBP5 mRNA and protein expression. (2) Using T2-weighted MR imaging, we replicate our earlier finding that the chronic stress paradigm sensitizes experimental animals to the effects of 30 min MCAo/reperfusion. (3) Next, we used RNA sequencing to profile gene expression changes in endothelia harvested from the ischemic brain as an effect of prior stress. We identified a distinct transcriptomic signature characterized by a higher number of DEGs in MCAo-exposed ECs derived from CS mice. Biological process GO terms enriched in ECs from CS mice are highly relevant to cell viability and function and include terms such as “cell proliferation,” “negative regulation of biological process,” “positive regulation of apoptotic process,” “cell death,” “negative regulation of signal transduction,” and “negative regulation of cell proliferation.” MicroRNA-34a is associated with nine of the top 10 biological process GO terms enriched in CS endothelium. (4) Expression of mature miR-34a-5p and miR-34a-3p in ischemic brain tissue was positively related to infarct size measured by MRI and negatively related to *Sirt1* mRNA expression.

Both reduced body weight [16, 41, 42] and increased body weight [43–45] have been observed with different rodent stress models. Factors that may explain differences between studies include the age, sex, and strain of the experimental animals, the kind of stressor used, and, importantly, the duration of the stressor [45, 46]. The chronic stress model was initially developed by Strekalova et al. with a view to producing a depression-like syndrome in male C57BL/6 mice [16]. For stroke experiments, our group adapted this model to 129S6/SvEv mice [13, 14], which, because of the nature of their cerebrovascular anatomy, lend themselves particularly well to transient intraluminal MCAo [47]. Our finding of reduced body weight in CS mice relative to non-stressed controls is in accord with the initial report by Strekalova et al. [16]. In line with our earlier study [13], the present investigation also confirms dysregulation of the HPA axis in the form of increased adrenal glands in CS mice. Furthermore, we show here that, in our model, chronic stress leads to upregulation of both *Crh* mRNA and FKBP5 mRNA and protein in hypothalamus. FKBP5 mRNA and protein expression is induced upon glucocorticoid receptor stimulation, providing an intracellular negative feedback loop for glucocorticoid receptor activity [48]. Together, these results strongly point to depression-like HPA axis hyperactivity and glucocorticoid resistance in mice subjected to 4 weeks of chronic stress [49, 50]. Interestingly, measurements in morning plasma performed at the end of the stress regime revealed decreased corticosterone concentrations in CS mice. A similar result has previously been reported in a chronic social defeat paradigm [45]. As plasma was taken 1 day after the end of the stress procedure and the animals had been left undisturbed in their home cages during the preceding dark phase, reduced trough corticosterone levels in CS mice most likely reflect adaptive changes of the HPA axis to chronic stress [45].

In the current study, we used the MCAo model to apply a cell-specific transcriptomic approach to uncover stress signatures in cerebrovascular endothelium. In doing so, we focused on molecular and physiological endpoints along with early lesion size on MRI. To our knowledge, this is the first report investigating the effects of chronic psychological stress on the endothelial transcriptome. Expression profiling of cerebrovascular endothelium following MCAo has likewise not yet been reported in the literature.

After completion of the 4-week chronic stress procedure, experimental mice were subjected to 30 min MCAo/reperfusion and sacrificed after an interval of 72 h. Our results, therefore, reflect the enduring effects of prior stress on stroke outcome. We acknowledge that our study does not address the connection between chronic stress, depressive-like behaviors, and functional outcomes after transient brain ischemia. However, in agreement with earlier studies using histological evaluation of infarct size [12–14, 51], T2-weighted imaging at 48 h confirmed a stress-induced increase in lesion volume.

ECs were isolated from the ipsilateral and contralateral MCA territory using sequential rounds of MACS and FACS. First, ECs were enriched by CD31 magnetic beads. Then, progressive FACS gating was used to remove cellular aggregates and cellular debris, as well as CD31 expressing hematopoietic cells [52, 53]. Purity of ECs was corroborated by robust expression of endothelial cell-specific marker genes alongside the absence of marker genes for other brain cells. 

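Markers of neurons had lower levels in ischemic than in contralateral ECs of C mice, a difference that rested largely on contralateral pool D. Of 7 measured neuronal markers of Fig. 2e, 0 were higher on the ischemic side of C mice, with a median log2(fold change) of -1.41 (adjusted p = 0.0102 by limma's camera; adjusted p = 0.537 with an estimated correlation). Without contralateral pool D the median of these 7 markers was -0.22 (adjusted p = 0.0774 by camera; adjusted p = 0.495 with an estimated correlation), as this library had a neuronal mean of 10.4 CPM against 2.42 to 2.80 CPM in the other contralateral pools of C mice. Map2 had -1.60 (SE 0.58), and -0.66 without that library, and Slc12a5 -0.57 (SE 0.38), 0 were DEGs by edgeR (2 at an unadjusted p under 0.05) and 1 by DESeq2, and 1 was lower when adjusted over the list alone. Of 16 textbook neuronal markers 1 was higher, with a median of -1.29 (adjusted p = 0.000486 by camera; adjusted p = 0.523 with an estimated correlation), and without contralateral pool D 5 were higher, with a median of -0.47 (adjusted p = 0.0129 by camera; adjusted p = 0.596 with an estimated correlation). With all libraries this list had 0 DEGs by edgeR (8 at an unadjusted p under 0.05) or DESeq2 and 0 when adjusted over the list alone. Among them Stmn2, a tubulin-binding protein of growing axons, had -0.94 (SE 0.17, adjusted p = 0.0461 by edgeR) and was a DEG without contralateral pool D, at -1.05 (adjusted p = 0.00491 by edgeR). Nrgn, a calmodulin-binding protein of synapses, had 0.13 (SE 0.28) in C and 0.41 (SE 0.22) in CS mice. The neuronal mean of Fig. 2e was 4.52 ± 3.94 CPM in contralateral and 1.72 ± 0.522 CPM in ipsilateral ECs of C mice, and 4.47 ± 2.48 and 3.09 ± 1.15 CPM in those of CS mice (SD, n = 4 pools).

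Markers of the other brain cells did not pass camera in either group with all libraries and no block, nor did neuronal markers in CS mice, with medians of -0.28 (8 genes, adjusted p = 0.318) and -0.27 (16 genes, 0.322 by camera). Astrocyte markers had medians of -0.76 in C (adjusted p = 0.0865, and 0.0137 with the pool as a replicate block, or adjusted p = 0.435 with an estimated correlation) and -0.27 in CS mice (0.130 by camera); Slc1a2, a glutamate transporter, had -1.12 (SE 0.48) and -0.37 (SE 0.66), and Fgfr3 was a DEG in CS mice. Oligodendrocyte and precursor markers had -0.96 (adjusted p = 0.244) and -0.37 (0.506), fibroblast markers -1.16 (0.0564) and -0.15 (0.755 by camera), with Pdgfra, in both lists, at -1.75 (SE 0.60) and -0.56 (SE 0.42). Cspg4, of the first of them, had -0.26 (SE 0.39) and 0.02 (SE 0.58), and Igf2, of the second, -0.34 (SE 0.29) and -0.21 (SE 0.32). Macrophage markers had medians of -0.83 (adjusted p = 0.662) and -0.10 (0.80), with Itgam at -1.00 (SE 0.70) and -0.27 (SE 0.44) and Cd68 at 0.72 (SE 0.48) and 0.95 (SE 0.46). Microglial markers had -0.96 (0.998) and -0.23 (0.946), with Hexb at 0.41 (SE 0.18) and 0.31 (SE 0.20) and Trem2 at -1.53 (SE 0.78) and -0.39 (SE 0.50). Leukocyte markers had -0.25 (0.640) and -0.31 (0.453 by camera), with Ptprc at -1.31 (SE 0.67) and -0.18 (SE 0.41) and Lyz2 at -0.07 (SE 0.74) and -0.31 (SE 0.46). Mural cell markers had 0.11 (0.575) and 0.31 (0.306, and 0.0463 with the pool as a replicate block, or adjusted p = 0.596 with an estimated correlation, by camera), with Vtn at 0.37 (SE 0.36) and 0.67 (SE 0.52) and Rgs5 at -0.04 (SE 0.38) and -0.26 (SE 0.47). The endothelial markers of Fig. 2e had 0.08 (adjusted p = 0.0251, and 0.260 without contralateral pool D of C mice; adjusted p = 0.523 with an estimated correlation) and -0.16 (0.946 by camera). Their mean level was 1619 ± 52.5 CPM in contralateral and 2042 ± 67.1 CPM in ipsilateral ECs of C mice, and 1583 ± 107 and 1794 ± 43.3 CPM in those of CS mice.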

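Immediate early, hypoxia, unfolded protein response, glucocorticoid response and arterial genes were slightly lower as groups in contralateral ECs of CS than of C mice by limma's camera at its preset correlation, with and without contralateral pool D of C mice. With an estimated correlation 0 of 30 lists passed, and none of the members was a DEG. Immediate early genes had a median log2(fold change) of -0.24 (1 of 21 higher in CS mice, adjusted p = 1.83e-07 by camera, or adjusted p = 0.515 with an estimated correlation), hypoxia and glycolysis -0.14 (4 of 21, adjusted p = 0.000419, or adjusted p = 0.125 with an estimated correlation) and the unfolded protein response -0.15 (2 of 17, adjusted p = 0.000505, or adjusted p = 0.515 with an estimated correlation). The glucocorticoid response had -0.14 (4 of 21, adjusted p = 0.0132 by camera, or adjusted p = 0.878 with an estimated correlation) and arterial genes -0.20 (3 of 11, adjusted p = 0.00891, or adjusted p = 0.878 with an estimated correlation). Without pool D these 5 medians were -0.39, -0.21, -0.21, -0.32 and -0.31. That run cannot tell background from stress, as it kept contralateral pools B and G of CS mice, with 1207 and 781 CPM at receptor loci. Contralateral pools C and F of CS mice had 449 and 196 CPM, and the C pools left in had 211 to 393 CPM. Other lists depended on that library. Inflammatory activation had -0.29 (5 of 24, adjusted p = 1.96e-08 by camera, and 0.0531 without pool D, or adjusted p = 0.515 with an estimated correlation), venous genes -0.12 (3 of 10, adjusted p = 0.00891, and 0.124 without pool D, or adjusted p = 0.515 with an estimated correlation) and ribosomal protein genes 0.08 (71 of 79, adjusted p = 0.00891, and 0.506 without pool D, or adjusted p = 0.878 with an estimated correlation). Without pool D, markers of other cells were higher in CS mice by camera: the neuronal markers of Fig. 2e (median 0.98, adjusted p = 0.00819), fibroblast markers (1.00, 0.00857), oligodendrocyte and precursor markers (0.87, 0.0216) and leukocyte markers (0.91, 0.0216), with an adjusted p of 0.580 each with an estimated correlation. With all libraries, in the 8 lists that passed, 0 genes were DEGs by edgeR or DESeq2 or passed when adjusted over the list alone; 4 inflammatory genes, 1 venous gene and 1 glucocorticoid response gene had an unadjusted p under 0.05 by edgeR. The receptor genes of stress hormones had -0.19 (SE 0.19) for Nr3c1, the glucocorticoid receptor, and -0.03 (SE 0.15) for Nr3c2, the mineralocorticoid receptor. Their chaperones had -0.24 (SE 0.48) for Fkbp5 and -0.06 (SE 0.21) for Fkbp4, and each of these 4 genes had an adjusted p of 1.00 by edgeR (n = 4 pools per group).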

Interestingly, we did not detect significant differences in gene expression between ECs harvested from the contralateral hemispheres of C and CS mice. This most likely suggests that, in our experimental setup, the 3-day interval between stress and sacrifice was too long for the effects of psychological stress to persist on the transcriptomic level in otherwise unperturbed brain endothelium. Of course, the effects of the intervening MCAo also have to be taken into consideration as the procedure itself is a strong stressor and leads to elevations in circulating corticosterone [e.g., 54].

In this analysis, we focused on genes that were either increased or decreased by more than two-fold (*p* < 0.05) in ipsilateral compared to contralateral ECs. As can be seen from the Volcano plots in Fig. 3, relatively few transcripts fell into this category. Biological process GO terms enriched in both C and CS mice are summarized in ESM 1a and reflect the broad cellular effects of ischemia on ECs. 

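Genes of inflammatory activation, oxidative stress and apoptosis passed limma's camera upward in both groups at its preset correlation between genes, but not with an estimated correlation, and few of their members were DEGs. Inflammatory activation had a median log2(fold change) of 0.32 in C mice (19 of 24 higher, adjusted p = 3.81e-06; adjusted p = 0.233 with an estimated correlation) and 0.58 in CS mice (18 of 24, adjusted p = 4.21e-07; adjusted p = 0.364 with an estimated correlation). Its DEGs were Lrg1 in C mice and Cxcl16, a chemokine anchored in the membrane, in CS mice at 1.20 (SE 0.23), and 1 and 5 genes passed when adjusted over the list alone. Genes of oxidative stress and metallothioneins had medians of 0.37 (15 of 16, adjusted p = 0.00393; adjusted p = 0.209 with an estimated correlation) and 0.50 (12 of 16, adjusted p = 1.18e-05; adjusted p = 0.364 with an estimated correlation). The DEG was Osgin1, which responds to oxidative stress, in CS mice at 1.33 (SE 0.20), also the 1 gene that passed when adjusted over the list alone. In C mice 0 were DEGs by edgeR (5 at an unadjusted p under 0.05) and 0 by DESeq2; the antioxidant enzymes Gpx1 and Prdx1 had 0.48 (SE 0.16) and 0.35 (SE 0.14). Apoptosis genes had medians of 0.25 (18 of 24, adjusted p = 5.88e-06; adjusted p = 0.200 with an estimated correlation) and 0.09 (13 of 24, adjusted p = 0.0153; adjusted p = 0.502 with an estimated correlation). Gadd45b, a sensor of cell stress, was their DEG in C mice at 1.16 (SE 0.19). In CS mice 0 were DEGs by edgeR (11 at an unadjusted p under 0.05) and 2 by DESeq2; the survival genes Bcl2l1 and Mcl1 had -0.80 (SE 0.29) and -0.22 (SE 0.22). Adjusted over the list alone, 1 apoptosis gene was higher in C mice, and 2 were higher and 1 lower in CS mice.

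Markers of red blood cells and platelets moved in the same direction as these lists, with medians of 0.48 (6 of 7, adjusted p = 0.0492; adjusted p = 0.633 with an estimated correlation) in C and 0.61 (6 of 6, adjusted p = 0.0307; adjusted p = 0.628 with an estimated correlation) in CS mice by camera. The hemoglobin genes Hbb-bs and Hba-a1 had 0.48 (SE 0.37) and 0.51 (SE 0.36) in C mice, and 0.56 (SE 0.53) and 0.61 (SE 0.56) in CS mice; in each group 0 of these markers were DEGs by edgeR (1 at an unadjusted p under 0.05) or by DESeq2, and 0 passed when adjusted over the list alone. Without contralateral pool D of C mice, the markers of red blood cells and platelets did not pass camera in C mice (adjusted p = 0.0681), and inflammatory activation passed with a median of 0.97 (adjusted p = 5.90e-11 by camera; adjusted p = 0.210 with an estimated correlation). With the pool as a replicate block, inflammatory DEGs numbered 4 in C and 6 in CS mice, and oxidative stress and apoptosis DEGs 2 and 3 in CS mice. Gadd45b was not called in C mice without contralateral pools A (0.0664), E (0.165) or H (0.135), or without ipsilateral pools D (0.105), E (0.0672) or H (0.138 by edgeR). In CS mice, Osgin1 lost its call without contralateral pool C (0.0630), and Cxcl16 without each library except contralateral pool F, with adjusted p from 0.0772 to 0.143 by edgeR.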

As described above, more DEGs were detected in CS than in C mice. 

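Apln, Kcne3, Pgf and Ccnd1 had the largest differences between ischemic ECs of CS and C mice among genes with small p values. In C mice the levels on the contralateral and the ischemic side were 7.82 ± 5.74 and 17.3 ± 5.27 CPM for Apln, 3.79 ± 3.80 and 5.78 ± 2.55 CPM for Kcne3, 18.4 ± 6.86 and 29.9 ± 6.95 CPM for Pgf, and 84.4 ± 14.5 and 78.1 ± 22.9 CPM for Ccnd1 (SD, n = 4 pools). The rise of Apln in C mice was not called (log2(fold change) 1.09, SE 0.39, adjusted p = 0.252), but it was with the pool as a replicate block, at 1.24 (adjusted p = 0.0309 by edgeR). In CS mice Ccnd1 rose from 63.6 ± 13.6 to 167 ± 51.1 CPM. Ischemic ECs of CS mice compared with those of C mice had log2(fold changes) of 3.04 (SE 0.51, adjusted p = 0.125) for Apln, 3.23 (SE 0.55, adjusted p = 0.125) for Kcne3, 1.93 (SE 0.35, adjusted p = 0.161) for Pgf, 1.09 (SE 0.24, adjusted p = 0.516) for Ccnd1 and -0.59 (SE 0.13, adjusted p = 0.516 by edgeR) for St3gal1, a sialyltransferase. Of 21402 genes 0 were called by edgeR, with 1783 at an unadjusted p under 0.05, and 3 by DESeq2, where Apln had an adjusted p of 0.00476. Apln was also called by edgeR without contralateral pool B of CS mice (0.0220), without contralateral pool G of CS mice (0.0228) and without contralateral pool H of C mice (0.0302), a run that called Kcne3 too (0.0257). The differences between the hemispheric changes of CS and C mice were 1.50 (SE 0.33) for Ccnd1, 3.35 (SE 0.80) for Kcne3, 1.99 (SE 0.49) for Pgf, 2.22 (SE 0.71) for Apln, -0.86 (SE 0.20) for Zfyve16 and 3.44 (SE 0.83) for the transcript RP23-8I8.3, each with an adjusted p of 0.915 by edgeR's interaction test. The replicate block of pools gave an adjusted p of 0.314 for Ccnd1 and 0.818 for the others by edgeR. Kcne3 lies on chromosome 7 of GRCm38 from 100176502 to 100184869, Ccnd1 on chromosome 7 from 144929931 to 144939925, Pgf on chromosome 12 from 85166635 to 85177790 and Apln on chromosome X from 48025146 to 48034853.

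Gene lists compared between ischemic ECs of CS and C mice with camera passed in 17 of 30 cases, and in 0 with an estimated correlation, where the smallest adjusted p was 0.213. Without contralateral pool D of C mice 15 passed, with an adjusted p of 0.0653 each for hypoxia and mitochondrial genes by camera. That library is in neither of the groups compared here, so this run does not test background in them. Ipsilateral pool B of CS mice, with 859 CPM at receptor loci, was kept. The other ipsilateral pools of CS mice had 316 to 506 CPM and those of C mice 137 to 322 CPM. Blood-brain barrier genes were lower in CS mice in 22 of 22 cases (median -0.30, adjusted p = 2.29e-06), as were ribosomal genes (median -0.26, 1.42e-12), venous genes (-0.62, 1.67e-06), the endothelial markers of Fig. 2e (-0.36, 0.00143), arterial genes (-0.27, 0.00826), inflammatory activation (-0.49, 3.13e-05) and apoptosis (-0.24, 0.00126 by camera). The same direction held for the unfolded protein response (-0.31, 0.00143), immediate early genes (-0.40, 0.00143), the glucocorticoid response (-0.23, 0.0144), hypoxia (-0.11, 0.0455) and mitochondrial genes (-0.18, 0.0390 by camera). Tip cell genes were higher in CS mice (0.15, 0.00143), and so were the markers of other cells: the neuronal markers of Fig. 2e (0.99, 0.00297), textbook neuronal markers (0.83, 0.0241), oligodendrocyte and precursor markers (0.91, 0.0195) and fibroblast markers (0.88, 0.0280 by camera).

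**Figure D2:**
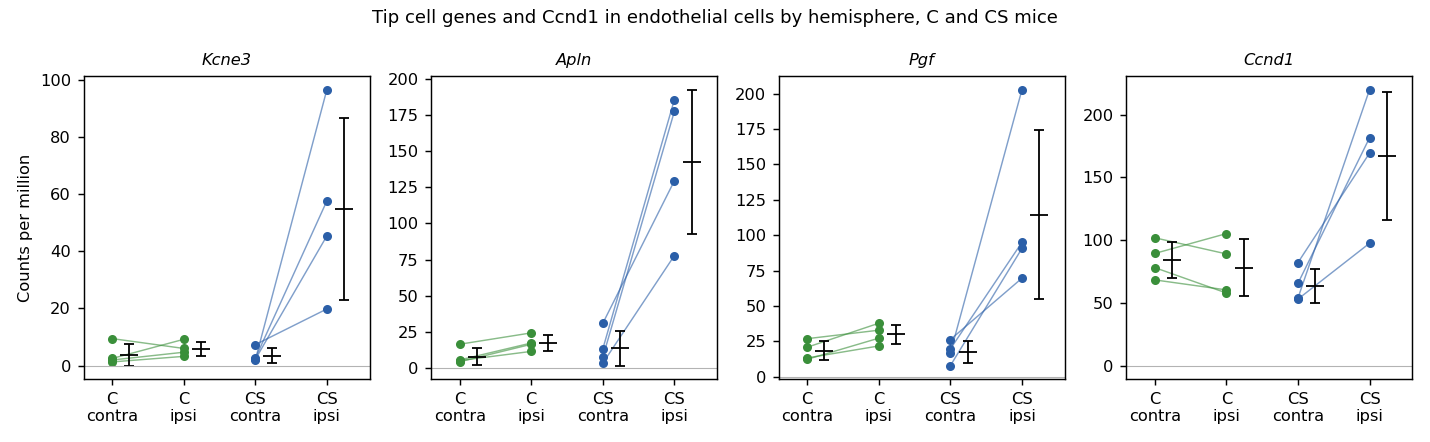
Levels of Kcne3, Apln, Pgf and Ccnd1 in CPM (y axis, linear) on the contralateral and ipsilateral side of C and CS mice. Each coloured point is a pool, a line joins both hemispheres of a pool, and black marks show the mean ± SD of 4 pools; Kcne3 reaches a mean of 54.9 CPM in ipsilateral ECs of CS mice and 5.78 CPM in those of C mice.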

Further exploration of our genomic findings will prove useful in elucidating the adverse effects of stress on ECs in the pathogenesis of stroke. For example, the upregulation of *Angpt2* in CS mice may point to altered blood vessel growth in the ischemic brain as angiopoietin-2 has been shown to impair revascularization after limb ischemia [55]. 

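Angpt2 encodes angiopoietin-2, which ECs release to destabilise vessels through the receptor Tie2, and lies on chromosome 8 of GRCm38 from 18690263 to 18741562. It rose in ischemic ECs of CS mice from 31.2 ± 13.8 to 93.8 ± 15.2 CPM (SD, n = 4 pools), higher in 4 of 4 pools, a log2(fold change) of 1.65 (SE 0.27, adjusted p = 0.0178 by edgeR). In C mice it stood at 32.2 ± 11.6 CPM in contralateral and 61.7 ± 17.2 CPM in ipsilateral ECs, also higher in 4 of 4 pools, a log2(fold change) of 0.87 (SE 0.25, adjusted p = 0.168 by edgeR). The adjusted p in C mice was 0.0214 with the pool as a replicate block, at a change under 2-fold. The difference between both changes was 0.65 (SE 0.41, adjusted p = 0.915 by edgeR's interaction test). In CS mice the adjusted p was 0.0562 without contralateral pool B, 0.0606 without contralateral pool C and 0.0573 without ipsilateral pool C by edgeR.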

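Adamts9, a secreted metalloprotease that cleaves proteoglycans of the matrix, lies on chromosome 6 of GRCm38 from 92772699 to 92943492. Its level was higher on the ischemic side in 4 of 4 pools of both groups. In CS mice it stood at 34.2 ± 8.39 CPM in contralateral and 102 ± 64.7 CPM in ipsilateral ECs (SD, n = 4 pools), where pool F had 198 CPM and the other pools 57.8 to 75.8 CPM. The log2(fold change) was 1.64 (SE 0.34, adjusted p = 0.0570 by edgeR), and 1.49 with the pool as a replicate block, where it was called (adjusted p = 0.000109). It was also called without contralateral pool F (adjusted p = 0.0365), without ipsilateral pool C (0.0455) and without ipsilateral pool F, at a log2(fold change) of 1.10 (0.0443 by edgeR). In C mice it stood at 49.3 ± 26.3 and 122 ± 70.4 CPM, a log2(fold change) of 1.23 (SE 0.46, adjusted p = 0.264), and it was called with the block (adjusted p = 0.0301 by edgeR). The difference between both groups was 0.26 (SE 0.61, adjusted p = 0.948 by edgeR's interaction test).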

*Adamts9*, which was similarly upregulated in ipsilateral CS endothelium, has recently been identified as an endogenous angiogenesis inhibitor that operates cell-autonomously in ECs [56]. By contrast, mRNA expression of the brain-specific angiogenesis inhibitor 1 (*Adgrb1*) was not altered in CS endothelium, but strongly downregulated in ipsilateral ECs from C mice [57]. 

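Adgrb1, an adhesion receptor of neurons and glia whose extracellular part inhibits vessel growth, lies on chromosome 15 of GRCm38 from 74516195 to 74589465. It was measured with few counts, 6 to 55 per library. In C mice its level was 2.09 ± 1.88 CPM in contralateral and 1.05 ± 0.430 CPM in ipsilateral ECs (SD, n = 4 pools), a log2(fold change) of -1.06 (SE 0.69, adjusted p = 0.407 by edgeR), and it was higher on the ischemic side in 1 of 4 pools. In CS mice it was 2.45 ± 1.85 and 1.72 ± 0.743 CPM, a log2(fold change) of -0.44 (SE 0.57, adjusted p = 0.875 by edgeR), again higher in 1 of 4 pools. The log2(fold change) in C mice was -0.19 without contralateral pool D, and its sign turned with receptor counts as a covariate (0.28) and in CS mice without contralateral pool B (0.10). The difference between both groups was 0.46 (SE 0.90, adjusted p = 0.939 by edgeR's interaction test).

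**Figure D3:**
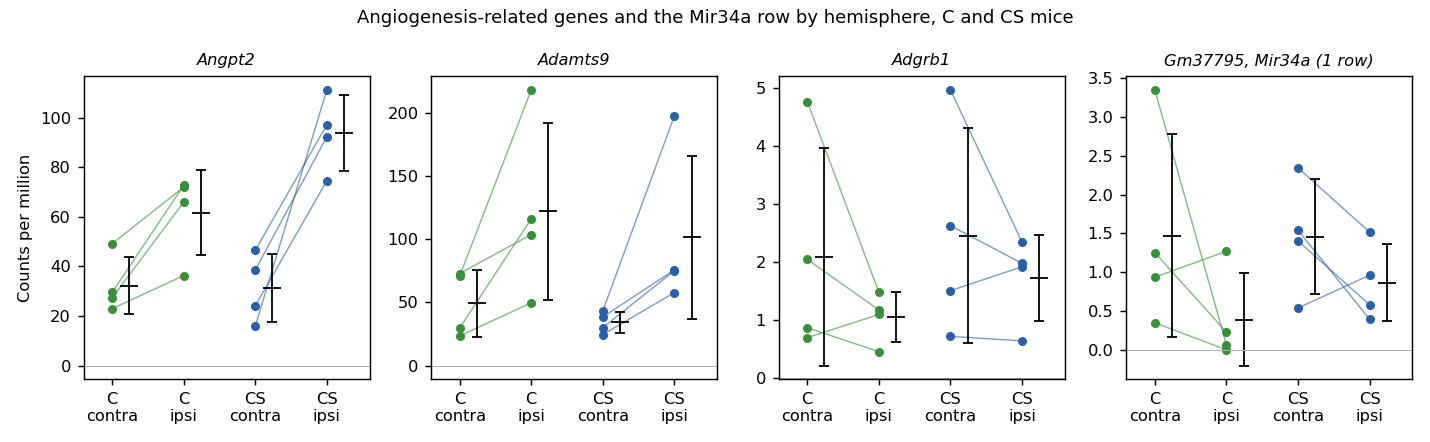
Levels of Angpt2, Adamts9, Adgrb1 and the locus shared by Gm37795 and Mir34a in CPM (y axis, linear) on the contralateral and ipsilateral side of C and CS mice. Each coloured point is a pool, a line joins both hemispheres of a pool, and black marks show the mean ± SD of 4 pools; Angpt2 and Adamts9 are higher on the ischemic side in 4 of 4 pools of both groups, and Adgrb1 and the shared locus in 1 of 4.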

In the context of these observations, it is important to note that endothelial cell proliferation and angiogenesis are crucial regenerative mechanisms post-stroke [e.g., 58–61].

Finally, microRNA-34a was selectively increased in CS endothelium from the ischemic brain. This finding is highly significant in the context of a confluence of research pointing to the importance of vascular mechanisms and regenerative angiogenesis for stroke outcome [58, 62, 63]. 

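Sirt1, the deacetylase that miR-34a represses, and Trp53, which encodes p53, showed small shifts that did not pass the test. In CS mice Sirt1 stood at 22.1 ± 2.08 CPM in contralateral and 14.9 ± 1.70 CPM in ipsilateral ECs (SD, n = 4 pools), lower in 4 of 4 pools, with a log2(fold change) of -0.51 (SE 0.15, adjusted p = 0.235 by edgeR). In C mice it stood at 18.8 ± 3.24 and 17.9 ± 2.71 CPM, a log2(fold change) of -0.13 (SE 0.16). The interaction for Sirt1 was -0.49 (SE 0.22, adjusted p = 0.915 by edgeR). Sirt1 lies on chromosome 10 of GRCm38 from 63319005 to 63381704, and Trp53 on chromosome 11 from 69580359 to 69591873. Trp53 stood at 89.0 ± 11.2 and 122 ± 9.54 CPM in CS mice, a log2(fold change) of 0.52 (SE 0.15, adjusted p = 0.201 by edgeR), and had 0.20 (SE 0.18) in C mice. With the pool as a replicate block both passed the adjusted p in CS mice (0.0279 for Sirt1 and 0.0170 for Trp53 by edgeR) at changes under 2-fold, so that neither was a DEG.

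Of 25 measured targets of miR-34a, 2 were DEGs in CS mice, both of them higher on the ischemic side, and 3 passed when adjusted over the list alone. The targets were listed before the counts were examined, but perhaps not blind to the paper's gene tables. The 2 DEGs were Ccnd1 at 1.45 (SE 0.24) and Fosl1, a subunit of the AP-1 transcription factor on chromosome 19 from 5447547 to 5455946, at 2.05 (SE 0.37). The list had 12 higher genes, a median log2(fold change) of -0.02 and an adjusted p of 0.127 by camera, which was 0.0365 with the pool as a replicate block (4 DEGs; adjusted p = 0.532 with an estimated correlation). In C mice 0 of 25 targets were DEGs by edgeR (6 at an unadjusted p under 0.05) and 1 by DESeq2, 1 passed when adjusted over the list alone, and the median was -0.13 (adjusted p = 0.749 by camera). The locus shared by Foxp1, Eif4e3 and Gm20696 had 0.01 (SE 0.15), and Lef1, a transcription factor of Wnt signaling, -0.03 (SE 0.16). Ccnd1 lost its call in CS mice without contralateral pool B (adjusted p = 0.0551) or C (0.105), and without ipsilateral pool F (0.0572) or G (0.0892 by edgeR). Fosl1 lost its call without contralateral pools B (0.0866) and C (0.169), and without ipsilateral pools C (0.0671), F (0.0904) and G (0.140 by edgeR).

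The locus shared by Mir34a and Gm37795 had an interaction of 1.22 (SE 1.23, adjusted p = 0.915 by edgeR), and its counts per library were 6 to 26 in contralateral and 5 to 24 in ipsilateral ECs of CS mice, and 5 to 31 and 0 to 13 in those of C mice. Its level was 0.375 CPM per kb, over 2544 bp of exon, and 5.68% of the sensory receptor loci had at least that density.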

We speculate that pre-stroke stress in tandem with stroke injury enhances transcriptional activity of p53 most likely through its acetylation [38]. In turn, acetylated p53 upregulates miR-34a, thereby repressing SIRT1 and modulating proliferation and apoptosis [37, 38]. A schema of the putative underlying miR-34a pathway in brain endothelia is presented in Fig. 5.

**Fig. 5:**
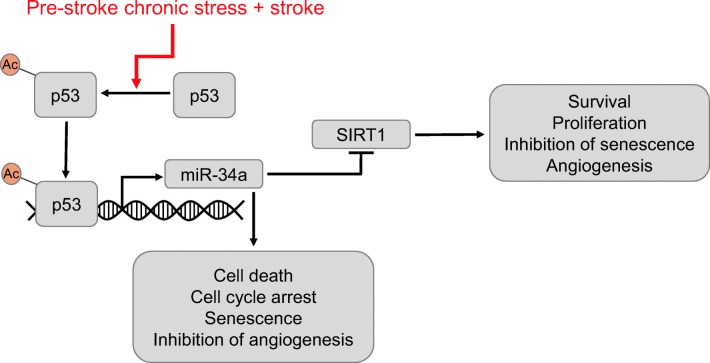
Upregulation of miR-34a in brain endothelia of CS mice after MCAo. The combination of ischemic injury and chronic stress results in increased transcriptional activity of p53, most likely through a posttranslational modification such as increased acetylation [38]. In consequence, miR-34a is upregulated, resulting in repression of SIRT1 and modulation of proliferation and apoptosis [37, 38]

There is ample evidence in the literature to indicate that changes in miR-34a and miR-34a target genes such as *Sirt1* will directly impact ischemic injury and, hence, infarct size. MiR-34a has been identified as a key driver of cardiovascular senescence [37, 64]. Moreover, anti-miR34a treatment following experimental myocardial infarction (MI) via coronary artery ligation significantly improved cardiac function post-MI [65]. Expression of miR-34a is elevated in senescent human umbilical cord vein endothelial cells as well as in heart and spleen of older mice [37]. MiR-34a induces G1 arrest, thereby blocking endothelial cell proliferation [37]. Conversely, inhibition of miR-34a by antisense oligonucleotides has been shown to increase capillary density in a mouse model of myocardial infarction, highlighting the favorable effects of inhibition of miR-34a on cardiac endothelium in the ischemic border zone [64]. Finally, SIRT1 is expressed by vascular endothelium in brain and has been shown to mediate cerebrovascular protection by facilitating NO-dependent vascular relaxation in a murine model of cerebral hypoperfusion induced by bilateral common carotid artery stenosis [66]. A growing body of evidence suggests that miRNAs may be released into the bloodstream or cerebrospinal fluid (CSF), making them attractive candidates for biomarker development. It is, therefore, especially notable that exciting new research has reported increased miR-34a-5p concentrations in blood and CSF of patients suffering from major depression [67]. Due to limited EC numbers, 3 to 5 samples per experimental condition had to be pooled in the current study. For this reason, it was not possible to directly correlate endothelial miR-34a expression to infarct size. However, in a subsequent experiment, we examined the relationship between MRI lesion size and expression of mature miR-34a-5p and miR-34a-3p in ischemic whole brain tissue. SIRT1 expression has been shown to be repressed by miR-34a [38]. Our analysis shows that expression of miR-34a-5p and miR-34a-3p was positively related to infarct size whereas *Sirt1* transcription was negatively related to infarct size. An obvious caveat to this finding is that miR-34a may be expressed by neurons as well as by other non-neuronal cells besides endothelia [68, 69].

In conclusion, this study identifies a transcriptomic signature of chronic stress in endothelia harvested from the ischemic murine brain. This stress signature relates to worse stroke outcome and is directly relevant to endothelial mechanisms in the pathogenesis of stroke.

## Electronic supplementary material

ESM 1 GO enrichment analysis of differentially expressed genes**. a.** Complete list of biological process GO terms enriched in both groups. **b.** Complete list of biological process GO terms which were only found to be significantly enriched in CS samples. **c.** Complete list of biological process GO terms enriched exclusively in samples derived from C mice. C, Control. CS, Chronic stress

ESM 2 DEGs that emerged in ECs from both control (C) and chronically stressed (CS) mice

ESM 3 DEGs that were only detected in ECs from C mice

ESM 4 DEGs that were only detected in ECs from CS mice

# Supplementary material for: Endothelial Cell-Specific Transcriptome Reveals Signature of Chronic Stress Related to Worse Outcome After Mild Transient Brain Ischemia in Mice
**Source:** Mol Neurobiol. 2019 Nov 22;57(3):1446–58. doi: 10.1007/s12035-019-01822-3
**Supplement:** Supplementary file 2 — DEGs that emerged in ECs from both control (C) and chronically stressed (CS) mice

ESM 2 DEGs that emerged in ECs from both control (C) and chronically stressed (CS) mice

No	Gene	Log2(fold change)_C	FDR_C	Log2(fold change)_CS	FDR_CS	DE
1	<i>Itih4</i>	5.85	0.006	2.30	0.021	Up
2	<i>AA467197</i>	4.26	0.006	3.58	0.003	Up
3	<i>Lrg1</i>	3.24	0.006	2.70	0.003	Up
4	<i>Apod</i>	3.07	0.006	2.02	0.003	Up
5	<i>Scgb3a1</i>	2.94	0.006	2.36	0.003	Up
6	<i>Pdlim1</i>	2.93	0.006	3.46	0.003	Up
7	<i>Fbp1</i>	2.81	0.006	3.11	0.003	Up
8	<i>Csf2rb</i>	2.78	0.006	2.56	0.003	Up
9	<i>Igfbp6</i>	2.78	0.011	3.10	0.021	Up
10	<i>4933407L21Rik</i>	2.75	0.034	3.09	0.034	Up
11	<i>Ctsw</i>	2.59	0.006	1.63	0.003	Up
12	<i>Dusp2</i>	2.58	0.006	2.15	0.003	Up
13	<i>Serpine1</i>	2.50	0.031	2.05	0.017	Up
14	<i>Dok3</i>	2.43	0.006	1.75	0.003	Up
15	<i>Chst1</i>	2.43	0.006	2.88	0.003	Up
16	<i>Gpr55</i>	2.38	0.025	1.98	0.003	Up
17	<i>Ace</i>	2.30	0.006	1.60	0.003	Up
18	<i>Upp1</i>	2.23	0.006	2.87	0.003	Up
19	<i>Atp8b1</i>	2.23	0.006	2.01	0.003	Up
20	<i>Rnf183</i>	2.23	0.006	2.60	0.003	Up
21	<i>Tmem173</i>	2.21	0.006	2.15	0.003	Up
22	<i>Tnfsf8</i>	2.21	0.006	2.10	0.003	Up
23	<i>Cpe</i>	2.16	0.006	1.48	0.003	Up
24	<i>Lgmn</i>	2.11	0.006	1.81	0.003	Up
25	<i>Igfbp4</i>	2.10	0.006	2.00	0.003	Up
26	<i>Oaf</i>	2.08	0.028	2.51	0.003	Up
27	<i>Bmp4</i>	2.05	0.006	2.01	0.003	Up
28	<i>Myc</i>	2.05	0.006	2.28	0.003	Up
29	<i>Trp53i11</i>	2.02	0.006	2.56	0.003	Up
30	<i>Cd14</i>	1.94	0.006	2.90	0.003	Up
31	<i>Best1</i>	1.92	0.006	1.81	0.003	Up
32	<i>Lao1</i>	1.88	0.006	1.56	0.003	Up
33	<i>Dbn1</i>	1.79	0.006	1.47	0.013	Up
34	<i>Aldh3b1</i>	1.79	0.006	1.92	0.003	Up
35	<i>Spred3</i>	1.79	0.011	1.43	0.025	Up
36	<i>Inhbb</i>	1.76	0.006	2.57	0.003	Up
37	<i>Ifitm1</i>	1.75	0.006	2.79	0.003	Up
38	<i>Mmp14</i>	1.74	0.006	1.45	0.015	Up
39	<i>Sphk1</i>	1.74	0.015	1.83	0.003	Up
40	<i>Fosl1</i>	1.71	0.006	2.55	0.003	Up
41	<i>B3gnt3</i>	1.67	0.006	1.20	0.006	Up
42	<i>Gpr182</i>	1.67	0.006	1.41	0.003	Up
43	<i>Plekho2</i>	1.67	0.006	1.56	0.003	Up
44	<i>Hcls1</i>	1.65	0.006	1.95	0.003	Up
45	<i>4930486L24Rik</i>	1.62	0.006	1.69	0.003	Up
46	<i>Ppp1r14b</i>	1.59	0.006	1.59	0.003	Up
47	<i>Gmpr</i>	1.59	0.006	1.62	0.003	Up
48	<i>Tubb6</i>	1.56	0.006	2.35	0.003	Up
49	<i>Plekho1</i>	1.56	0.006	1.07	0.041	Up
50	<i>Glpr2</i>	1.54	0.006	1.78	0.003	Up
51	<i>Tmem252</i>	1.54	0.006	2.16	0.003	Up
52	<i>Synpo</i>	1.53	0.006	1.68	0.003	Up
53	<i>Ctla2b</i>	1.50	0.006	1.57	0.003	Up
54	<i>Adgrg3</i>	1.49	0.006	1.05	0.006	Up
55	<i>Hid1</i>	1.48	0.006	1.20	0.003	Up
56	<i>Mcam</i>	1.47	0.006	1.25	0.003	Up
57	<i>Snai1</i>	1.43	0.015	1.34	0.037	Up
58	<i>Acp5</i>	1.41	0.006	1.35	0.003	Up
59	<i>Slc10a6</i>	1.40	0.006	1.99	0.003	Up

No	Gene	Log2(fold change)_C	FDR_C	Log2(fold change)_CS	FDR_CS	DE
60	<i>Itm2c</i>	1.38	0.006	1.41	0.003	Up
61	<i>Ecscr</i>	1.38	0.006	1.55	0.003	Up
62	<i>Mustn1</i>	1.38	0.006	1.30	0.003	Up
63	<i>Marcksl1</i>	1.36	0.006	1.89	0.003	Up
64	<i>Ch25h</i>	1.35	0.006	1.75	0.003	Up
65	<i>Xbp1</i>	1.34	0.006	1.17	0.003	Up
66	<i>C1qtnf6</i>	1.32	0.028	1.91	0.003	Up
67	<i>BC018473</i>	1.25	0.011	1.69	0.003	Up
68	<i>Uchl3</i>	1.22	0.006	1.22	0.003	Up
69	<i>Pde4b</i>	1.21	0.006	1.52	0.003	Up
70	<i>Smim3</i>	1.21	0.006	1.47	0.003	Up
71	<i>Prr5</i>	1.21	0.050	1.59	0.003	Up
72	<i>Zfp521</i>	1.19	0.006	1.06	0.003	Up
73	<i>Rplp0</i>	1.19	0.006	1.04	0.003	Up
74	<i>Dnah6</i>	1.19	0.006	1.32	0.003	Up
75	<i>Hilpda</i>	1.19	0.006	1.15	0.003	Up
76	<i>Htra3</i>	1.16	0.006	1.08	0.003	Up
77	<i>Gm9625</i>	1.16	0.006	1.14	0.003	Up
78	<i>Adm</i>	1.16	0.006	1.74	0.003	Up
79	<i>Gm8730</i>	1.16	0.006	1.08	0.003	Up
80	<i>Apln</i>	1.11	0.028	3.47	0.003	Up
81	<i>Eva1a</i>	1.10	0.006	1.11	0.003	Up
82	<i>Plp2</i>	1.08	0.006	1.22	0.003	Up
83	<i>Ptpre</i>	1.07	0.006	1.81	0.003	Up
84	<i>Slc16a3</i>	1.03	0.015	1.43	0.003	Up
85	<i>Arrdc3</i>	1.02	0.011	1.26	0.003	Up
86	<i>Cmtm3</i>	1.01	0.006	1.14	0.003	Up
87	<i>Tnfrsf1a</i>	1.01	0.006	1.00	0.003	Up
88	<i>Pawr</i>	1.01	0.022	1.05	0.003	Up
89	<i>Il18bp</i>	1.00	0.011	1.10	0.003	Up
90	<i>Nov</i>	-2.08	0.006	-2.40	0.003	Down
91	<i>Slc26a10</i>	-1.46	0.006	-1.10	0.003	Down
92	<i>Klf15</i>	-1.30	0.022	-2.01	0.003	Down
93	<i>Pi16</i>	-1.14	0.006	-1.02	0.003	Down

DE = differentially expressed

# Supplementary material for: Endothelial Cell-Specific Transcriptome Reveals Signature of Chronic Stress Related to Worse Outcome After Mild Transient Brain Ischemia in Mice
**Source:** Mol Neurobiol. 2019 Nov 22;57(3):1446–58. doi: 10.1007/s12035-019-01822-3
**Supplement:** Supplementary file 3 — DEGs that were only detected in ECs from C mice

ESM 3 DEGs that were only detected in ECs from C mice

No	Gene	Log2(fold change)	FDR	DE
1	<i>Wisp2</i>	3.96	0.019	Up
2	<i>2810459M11Rik</i>	2.07	0.046	Up
3	<i>Csf2rb2</i>	1.78	0.006	Up
4	<i>Plxnb2</i>	1.55	0.006	Up
5	<i>Abca1</i>	1.49	0.006	Up
6	<i>Steap3</i>	1.37	0.006	Up
7	<i>Lbp</i>	1.25	0.011	Up
8	<i>Ptgfrn</i>	1.22	0.006	Up
9	<i>Il20rb</i>	1.21	0.006	Up
10	<i>Scn1b</i>	1.19	0.006	Up
11	<i>Gadd45b</i>	1.18	0.006	Up
12	<i>Itpr3</i>	1.14	0.006	Up
13	<i>2410006H16Rik</i>	1.13	0.019	Up
14	<i>Fam43a</i>	1.11	0.006	Up
15	<i>Bcr</i>	1.11	0.006	Up
16	<i>Nid1</i>	1.11	0.006	Up
17	<i>Slco2b1</i>	1.09	0.006	Up
18	<i>Il4ra</i>	1.07	0.006	Up
19	<i>Socs3</i>	1.06	0.006	Up
20	<i>Spns2</i>	1.04	0.028	Up
21	<i>Gm6472</i>	1.04	0.006	Up
22	<i>Gm15500</i>	1.03	0.022	Up
23	<i>Rps11</i>	1.02	0.006	Up
24	<i>Pdia5</i>	1.01	0.006	Up
25	<i>Chst7</i>	1.01	0.022	Up
26	<i>Adgrb1</i>	-7.92	0.006	Down
27	<i>Gm27357,Gm27627,Gm27882,Gm27998,Miat</i>	-4.14	0.006	Down
28	<i>Gm27718,Gm27913,Gm27957,Pvt1</i>	-3.92	0.006	Down
29	<i>DQ267100,Gm23508,Gm24895,Gm26922,Gm27350,Rian</i>	-3.61	0.006	Down
30	<i>Psd4</i>	-3.57	0.006	Down
31	<i>4833445I07Rik</i>	-3.15	0.006	Down
32	<i>Sema4a</i>	-2.89	0.006	Down
33	<i>Bcat1</i>	-2.72	0.031	Down
34	<i>Catsperg2</i>	-2.68	0.015	Down
35	<i>Jakmip1</i>	-2.67	0.006	Down
36	<i>Gm27875,Jpx</i>	-2.45	0.022	Down
37	<i>Lemd1</i>	-2.45	0.048	Down
38	<i>Trpm1</i>	-2.41	0.011	Down
39	<i>Pappa2</i>	-2.30	0.037	Down
40	<i>Gm16503</i>	-2.20	0.015	Down
41	<i>Elavl2</i>	-2.06	0.015	Down
42	<i>Agxt2,Gm21973,PrIr</i>	-2.04	0.006	Down
43	<i>Dlgap1</i>	-1.72	0.011	Down
44	<i>Map2</i>	-1.65	0.011	Down
45	<i>Gm13034</i>	-1.65	0.040	Down
46	<i>Ugt1a1,Ugt1a10,Ugt1a2,Ugt1a5,Ugt1a6a,Ugt1a6b,Ugt1a7c,Ugt1a8,Ugt1a9</i>	-1.63	0.006	Down
47	<i>Maf</i>	-1.50	0.048	Down
48	<i>Adam22</i>	-1.48	0.006	Down
49	<i>Arpp21</i>	-1.47	0.019	Down
50	<i>Meis2</i>	-1.46	0.048	Down
51	<i>Ubn2</i>	-1.46	0.006	Down
52	<i>Ptprd</i>	-1.36	0.034	Down
53	<i>Eif3j2</i>	-1.36	0.006	Down
54	<i>Acta2</i>	-1.08	0.015	Down
55	<i>Alpl</i>	-1.04	0.006	Down
56	<i>Gm9946</i>	-1.04	0.046	Down

DE = differentially expressed

# Supplementary material for: Endothelial Cell-Specific Transcriptome Reveals Signature of Chronic Stress Related to Worse Outcome After Mild Transient Brain Ischemia in Mice
**Source:** Mol Neurobiol. 2019 Nov 22;57(3):1446–58. doi: 10.1007/s12035-019-01822-3
**Supplement:** Supplementary file 4 — DEGs that were only detected in ECs from CS mice

ESM 4 DEGs that were only detected in ECs from CS mice

No	Gene	Log2(fold change)	FDR	DE
1	<i>Gm5134</i>	4.83	0.042	Up
2	<i>Kcne3</i>	4.07	0.003	Up
3	<i>Gm37795,Mir34a</i>	3.40	0.040	Up
4	<i>Rnf225</i>	3.02	0.009	Up
5	<i>Ackr1,Cadm3</i>	3.00	0.003	Up
6	<i>Csf3</i>	2.77	0.003	Up
7	<i>Pgf</i>	2.77	0.003	Up
8	<i>Ctla2a</i>	2.22	0.003	Up
9	<i>Kif17,Sh2d5</i>	2.16	0.003	Up
10	<i>Fscn1</i>	2.11	0.003	Up
11	<i>Cda</i>	2.04	0.023	Up
12	<i>Mdfi</i>	2.04	0.003	Up
13	<i>Lyve1</i>	2.01	0.003	Up
14	<i>Fbp2</i>	1.98	0.034	Up
15	<i>Odc1</i>	1.96	0.003	Up
16	<i>Psors1c2</i>	1.94	0.006	Up
17	<i>Rab20</i>	1.94	0.003	Up
18	<i>Car13</i>	1.90	0.046	Up
19	<i>C1qtnf5,Mfrp</i>	1.90	0.009	Up
20	<i>Cxcl16</i>	1.71	0.003	Up
21	<i>Hmga1</i>	1.68	0.015	Up
22	<i>Plpp2</i>	1.66	0.003	Up
23	<i>Angpt2</i>	1.65	0.009	Up
24	<i>Kit</i>	1.65	0.003	Up
25	<i>Gm7993</i>	1.61	0.006	Up
26	<i>Lgals3</i>	1.61	0.003	Up
27	<i>Pycr1</i>	1.60	0.031	Up
28	<i>Mt2</i>	1.60	0.003	Up
29	<i>Acot7</i>	1.55	0.003	Up
30	<i>Adams9</i>	1.50	0.047	Up
31	<i>Slc16a6</i>	1.49	0.042	Up
32	<i>Kcnj15</i>	1.48	0.026	Up
33	<i>Fkbp1a</i>	1.47	0.003	Up
34	<i>Itgb3</i>	1.46	0.006	Up
35	<i>Ccnd1</i>	1.45	0.003	Up
36	<i>Nt5e</i>	1.42	0.033	Up
37	<i>Frzb</i>	1.41	0.048	Up
38	<i>Osgin1</i>	1.36	0.003	Up
39	<i>Cd82</i>	1.32	0.003	Up
40	<i>Hmga1-rs1</i>	1.30	0.003	Up
41	<i>Gale</i>	1.30	0.003	Up
42	<i>Sdcbp2</i>	1.29	0.003	Up
43	<i>Spp1</i>	1.29	0.003	Up
44	<i>Kcnj8</i>	1.28	0.003	Up
45	<i>Tipi2</i>	1.26	0.036	Up
46	<i>Mt1</i>	1.26	0.006	Up
47	<i>Meox1</i>	1.22	0.003	Up
48	<i>Tuba1c</i>	1.21	0.003	Up
49	<i>Tnfrsf10b</i>	1.21	0.003	Up
50	<i>Stx11</i>	1.21	0.003	Up
51	<i>Nectin2</i>	1.21	0.017	Up
52	<i>Litaf</i>	1.20	0.003	Up
53	<i>Plaur</i>	1.19	0.003	Up
54	<i>S100a6</i>	1.18	0.003	Up
55	<i>Lgals1</i>	1.18	0.039	Up
56	<i>Map1b</i>	1.17	0.003	Up
57	<i>Rnd1</i>	1.17	0.003	Up
58	<i>Crlf2</i>	1.17	0.003	Up
59	<i>Abi3</i>	1.16	0.033	Up

No	Gene	Log2(fold change)	FDR	DE
60	<i>Serpinh1</i>	1.15	0.003	Up
61	<i>Gm20489,Gm614,Il2rg</i>	1.13	0.003	Up
62	<i>Gm10282</i>	1.12	0.050	Up
63	<i>Ube2m</i>	1.11	0.003	Up
64	<i>Phlda1</i>	1.11	0.003	Up
65	<i>Emp1</i>	1.10	0.003	Up
66	<i>Eif4ebp1</i>	1.09	0.003	Up
67	<i>Nrarp</i>	1.08	0.003	Up
68	<i>Hmgn2</i>	1.07	0.006	Up
69	<i>Ifitm3</i>	1.07	0.003	Up
70	<i>Smad1</i>	1.06	0.003	Up
71	<i>Gapdh</i>	1.05	0.013	Up
72	<i>Kctd17</i>	1.05	0.003	Up
73	<i>Ubt1</i>	1.05	0.003	Up
74	<i>Ppa1</i>	1.04	0.003	Up
75	<i>Nrgn</i>	1.03	0.046	Up
76	<i>Hmox1</i>	1.03	0.003	Up
77	<i>Pdia6</i>	1.03	0.003	Up
78	<i>Stc1</i>	1.03	0.013	Up
79	<i>Ctsb</i>	1.02	0.003	Up
80	<i>Timeless</i>	1.02	0.003	Up
81	<i>Tcf19</i>	1.02	0.003	Up
82	<i>Sh3bp5</i>	1.01	0.003	Up
83	<i>Sod3</i>	1.01	0.028	Up
84	<i>5031439G07Rik</i>	1.00	0.003	Up
85	<i>Mall</i>	1.00	0.003	Up
86	<i>Spry4</i>	1.00	0.003	Up
87	<i>Lrrc32</i>	1.00	0.003	Up
88	<i>Gm28045,Prnd,Prnp</i>	1.00	0.011	Up
89	<i>Rttm</i>	-4.91	0.003	Down
90	<i>Pm20d1</i>	-4.45	0.003	Down
91	<i>Gria2</i>	-3.19	0.003	Down
92	<i>Ptpn6</i>	-2.65	0.039	Down
93	<i>Wnt11</i>	-2.24	0.041	Down
94	<i>Plch2</i>	-2.18	0.031	Down
95	<i>Dock7</i>	-1.68	0.003	Down
96	<i>Doc2b</i>	-1.68	0.003	Down
97	<i>B4galnt1</i>	-1.48	0.006	Down
98	<i>Vwa3a</i>	-1.47	0.011	Down
99	<i>Fgfr3</i>	-1.46	0.003	Down
100	<i>Trp53inp1</i>	-1.43	0.003	Down
101	<i>Nr4a1</i>	-1.43	0.003	Down
102	<i>Exoc3l2</i>	-1.41	0.003	Down
103	<i>Tmcc2</i>	-1.33	0.003	Down
104	<i>Kank4</i>	-1.19	0.003	Down
105	<i>Lamc3</i>	-1.15	0.003	Down
106	<i>Acacb</i>	-1.13	0.003	Down
107	<i>Cyp26b1</i>	-1.11	0.003	Down
108	<i>Cytl1</i>	-1.10	0.003	Down
109	<i>Nog</i>	-1.09	0.003	Down
110	<i>Tprn</i>	-1.06	0.003	Down
111	<i>Mycl</i>	-1.03	0.037	Down
112	<i>Palm</i>	-1.02	0.003	Down
113	<i>Pmaip1</i>	-1.02	0.003	Down
114	<i>Trpv4</i>	-1.00	0.003	Down

DE = differentially expressed

How the deposited data were processed for this re-analysis (not part of the article)

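RNA of FACS-sorted ECs from the ipsilateral and contralateral MCA territory of C and CS mice was measured in 16 libraries, 4 pools in each of 4 conditions. The authors removed adapter remnants, merged read pairs, filtered poly-A and rRNA reads, aligned reads to GRCm38 with STAR 2.4.1b and counted them on Ensembl 84 genes with htseq-count, and they deposited these counts without normalization. The paper's fold changes came from Cuffdiff 2.1.1, which works on alignments and was not rerun. The strand setting of the counting is not given in the sources used here, so overlapping and antisense genes cannot be told apart, and related gene copies may share reads. The deposited counts came in 3 tables of 8 columns, in which the 8 contralateral columns stood in a second table again and differed in 0 cases. Each column was used once. The tables had 46240 gene loci, of which 537 named several genes, and 81 names stood at several loci. Coordinates were taken from GENCODE M21 on GRCm38, to which 43347 loci were matched by name, 43314 of them on the same chromosome and 38180 with a locus that holds the gene.

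Library totals ran from 7357189 to 18039853 counts. All counts were handled in R 4.3.3 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM factors, for genes with at least 10 counts in at least 4 libraries of the fit, with Benjamini-Hochberg adjustment, an adjusted p threshold of 0.05 and a fold threshold of 2. Standard errors of log2(fold changes) are the absolute log2(fold change) divided by the square root of the test's F. Ipsilateral and contralateral ECs were compared in fits of 8 libraries in C and in CS mice, contralateral ECs of both groups in a fit of 8, and the interaction and the ipsilateral ECs of both groups in a fit of 16. The tests were checked on simulated counts with 200 changed genes per comparison. At a log2 change of 1 and 2, edgeR recovered 40.2% and 73.1% of changed genes in C mice (16357 genes), 51.0% and 81.7% in CS mice (18342 genes), and 29.5% and 56.3% for the ipsilateral comparison (20665 genes). Recovery asked for the adjusted p and the direction, without the fold threshold. With that threshold, 25 of 97 genes changed by 1 were called in C mice, 34 of 96 in CS mice and 18 of 95 in the ipsilateral comparison. DESeq2 recovered more, 57.7% and 82.8% in C and 57.3% and 88.2% in CS mice, but had more false calls. At the adjusted p alone, edgeR and DESeq2 falsely called 7 and 33 of 16167 unchanged genes in C mice and 13 and 41 of 18153 in CS mice. False calls were 4 and 37 in the contralateral, 4 and 21 in the ipsilateral and 1 and 26 in the interaction comparison. Genes were simulated independently and without the background shared by some libraries, so recovery in the real counts may be lower.

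Both hemispheres of a pool came from the same mice, as the pool letters of the libraries state, so the pool pairs the samples by design. Correlations of the 2 libraries of a pool, as deviations from their group means, were 0.236, 0.741, 0.403, -0.174, -0.0760, 0.492, 0.279 and 0.414 for pools A to H. The fit with the pool as a replicate block was set as an alternative before the data were examined.

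Before the data were examined, 30 gene lists were fixed: the 5 marker groups of Fig. 2e; mural cells, fibroblasts, microglia, leukocytes, red blood cells and platelets, and textbook neuronal markers; arterial, venous and tip cell identity; the blood-brain barrier, angiogenesis, the cell cycle, apoptosis, inflammatory activation, the interferon and glucocorticoid responses, p53 targets, miR-34a targets, hypoxia and glycolysis, oxidative stress and metallothioneins, the unfolded protein response, matrix remodelling, immediate early genes, ribosomal proteins and genes encoded by mitochondria. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, which asks whether the genes of a list move on balance in one direction. By fry, 3 lists passed in C mice (venous, adjusted p = 0.0380; hypoxia, 0.00862; ribosomal, 0.0163) and 3 in CS mice (tip cell, miR-34a targets and matrix, 0.0390 each), and 0 in the other comparisons. With the replicate block 8 passed in C mice (ribosomal, adjusted p = 0.0394; tip cell, angiogenesis, apoptosis, inflammatory, hypoxia, oxidative stress and matrix, 0.0426 each), 9 in CS mice (astrocyte, inflammatory, hypoxia, unfolded protein response and matrix, 0.00992 each; angiogenesis and oxidative stress, 0.0296 each; tip cell, 0.0367; venous, 0.0487) and 0 in the interaction; astrocyte markers moved down and the other lists up.

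The genes named were those the paper names for these data and the markers of Fig. 2e; in each comparison of hemispheres, the 10 highest and 5 lowest log2(fold changes) among DEGs that moved alike in 4 of 4 pools; up to 4 DEGs, or otherwise the 2 most abundant genes, of each list; and the 5 genes with the smallest p in the other comparisons. The values in the paper's gene tables had been read when this rule and the plan of the tests were written, so the gene lists may not be blind to them. Alternatives set beforehand were DESeq2 1.42.0 with its Wald test, its size factors in edgeR, no count filter, no fold threshold, an adjusted p threshold of 0.01, a fit of all 16 libraries, the replicate block and leaving out each library in turn. Alternatives added after seeing the data left out the 4 libraries with the most counts at the 1696 sensory receptor loci, used the log2 receptor counts as a covariate with and without the block, or thinned each library to 7357189 counts, and repeated the list tests without contralateral pool D of C mice alone, the library with the most receptor counts. Principal components were computed from log2 of CPM + 1. Permutation tests of correlations used 100000 resamples and were two-sided. They took the 16 libraries as independent, although both hemispheres of a pool share mice. RT-qPCR, Western blot and MRI data are not in count tables and GO terms need an annotation that was not at hand, so these were left out.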

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

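Of the tests in this part, the relation of receptor counts to library totals and the one for the locus of Mir34a were chosen after the result was seen. Samples far from the rest of their group were looked for in 120 groups of 4 pools, of which 12 held one. Chance gives about 1 in 20 such groups, here 6.

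The first pattern is a set of 4 libraries that held more counts at sensory receptor loci and lay apart on the first component. Contralateral pool D of C mice had 1797 CPM at receptor loci against 211 to 393 in the other pools of its condition, with neuronal markers at 10.4 CPM (others 2.42 to 2.80), oligodendrocyte and precursor markers at 6.10 CPM (1.00 to 1.72), fibroblast markers at 9.24 CPM (1.62 to 2.76) and macrophage markers at 4.39 CPM (0.996 to 1.11). Reads from genomic DNA are a candidate source: the density of counts at receptor genes on chromosome X was 0.539 times that on autosomes in these libraries (95% interval 0.365 to 0.716, 154 counts at 10 genes against 43781 at 1677 genes), near the single X of male mice, but also 0.573 (0.360 to 0.824) in the other 12 libraries. The CPM at receptor loci fell with library totals (Spearman's rho = -0.732, permutation p = 0.00167, adjusted p = 0.00167 by Benjamini-Hochberg over 3 relations, and Pearson's r = -0.678, permutation p = 0.00242, and -0.525 without the 2 farthest libraries). The total is also the denominator of this CPM. A fixed amount of background would give similar receptor counts in every library. They ran from 2187 in ipsilateral pool H to 13219 in contralateral pool D of C mice. Ipsilateral pool B of CS mice held 12252 in a library of 14269541 counts. These values argue against a fixed amount. RNA from neurons cannot be told apart, since the median neuronal marker of pool D was 5.02 times that of the other pools (4.41 to 6.48, 16 markers) and the receptors 5.96 times, with ratios of 7.28 for microglia, 2.89 for astrocytes, 1.98 for mural cells and 0.915 for endothelial markers; cells had been selected as CD31+ and CD146+ by MACS and FACS, which neurons should not pass, and CD45+ cells had been excluded, but the counts do not show how many other cells passed. A biological difference between pools stays open and untested.

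The second pattern is the larger number of DEGs in CS than in C mice, 75 against 47. Thinning every library to the smallest argues against library size as the whole cause, with 49 DEGs in C and 77 in CS mice. Background in contralateral pool D of C mice is a candidate cause: without that library 113 genes were called in C mice. A correction for receptor counts over all libraries did not close the gap, with 2 DEGs in C and 150 in CS mice with the covariate, and 181 and 435 with covariate and replicate block. With the block alone the counts were 113 and 222. Which 4 pools are called stressed also leaves the difference open, since 31 of 35 assignments of the pools gave a difference at least as large as the real 28, the highest being 225. An effect of stress stays open, with the interaction test passed by 0 genes with edgeR (525 at an unadjusted p under 0.05) and with DESeq2 (568).

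The third pattern is that counts at the locus of Gm37795 and Mir34a followed the receptor counts over the 16 libraries (Pearson's r = 0.940, permutation p = 1e-05, the smallest possible, with libraries taken as independent of their pools). The density of this locus, 0.375 CPM per kb, lay within the middle 95% of receptor loci (0 to 0.558, median 0.0640), so background reads could account for its counts. Its change with ischemia did not pass the test in C (adjusted p = 0.329) or CS mice (0.776), nor did the interaction with stress (0.915 by edgeR). Expression of the locus in ECs stays open, as these counts do not separate it from background.

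Other samples far from the rest of their group were ipsilateral pool H of C mice for oligodendrocyte and precursor markers (0.989 CPM, others 1.25 to 1.30) and for Lrg1 (4731 CPM, others 2032 to 2080.05). Contralateral pool B of CS mice had red blood cell and platelet markers at 868 CPM (145 to 213). Adamts9 had 198 CPM in ipsilateral pool F of CS mice (57.8 to 75.8). Contralateral pool H of C mice had 16.4 CPM for Apln (4.25 to 5.52) and 9.45 CPM for Kcne3 (1.28 to 2.49), and contralateral pool G of CS mice 7.32 CPM for Kcne3 (1.93 to 2.52).

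Of 136 named genes, Fn1 and RP23-8I8.3 changed one way in 4 of 4 C pools and the other way in 4 of 4 CS pools. The difference of the mean log2 ratio, CS minus C, was -0.61 for Fn1 and 1.85 for RP23-8I8.3. By exact permutation of the pools p was 0.0286, the smallest possible for 4 against 4 pools, and 0.324 adjusted by Benjamini-Hochberg over 136 genes, of which 12 had this p. Opposite signs in all pools, by which both genes were picked, fix this p in advance, so it adds no support. The interaction test of edgeR gave an adjusted p of 0.915 for both.

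Of the 23 DEGs called in both groups, 1 is in none of the paper's gene lists, Gm28100, higher on the ischemic side by a log2(fold change) of 2.89 (SE 0.52, adjusted p = 0.0461 by edgeR) in C and 2.82 (SE 0.38, adjusted p = 0.00737 by edgeR) in CS mice, in 4 of 4 pools each.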

How the results depend on the processing

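Alternatives without the 4 libraries richest in receptor counts, with receptor counts as a covariate or with thinning, and list tests without contralateral pool D of C mice, were chosen after seeing the data. The 47 DEGs of C mice became 77 with no fold threshold, 0 at an adjusted p under 0.01 (2874 at an unadjusted p under 0.05 by edgeR), 216 with DESeq2, 246 with no count filter, 71 in a fit of 16 libraries, 113 with the replicate block, 113 without the 4 libraries, 2 with the covariate and 181 with block and covariate. The 75 DEGs of CS mice became 19 at an adjusted p under 0.01, 152 with DESeq2, 213 with no count filter, 57 in a fit of 16 libraries, 222 with the replicate block, 150 with the covariate and 435 with block and covariate. The 23 shared DEGs became 78 with DESeq2, 129 with no count filter, 90 with the block, 0 at an adjusted p under 0.01, 38 without the 4 libraries, 2 with the covariate and 130 with block and covariate. The 0 of the contralateral comparison became 4 and the 0 of the interaction 1 with no count filter; the 0 of the ipsilateral comparison became 3 with DESeq2, 4 with no count filter, 2 without the 4 libraries and 1 with the covariate (edgeR had 79, 525 and 1783 at an unadjusted p under 0.05; DESeq2 called 0, 0 and 3). Gene lists passing camera numbered 14 in C and 10 in CS mice, 8 in the contralateral comparison, 8 in the interaction and 17 in the ipsilateral comparison, and 0 in each with an estimated correlation; with the block they numbered 15, 13 and 7 in C mice, CS mice and the interaction, and without contralateral pool D of C mice 11 in C mice, 9 in the contralateral comparison, 5 in the interaction and 15 in the ipsilateral comparison. The first component held 55.4% of the variance, 44.1% with unit variance and 47.1% with the 500 genes of largest variance, the second 10.8%, 13.2% and 21.3%, and 1, 2 and 2 contralateral libraries lay above 0 on it. Leaving out each library in turn gave 0 to 113 DEGs in C mice, 12 to 111 in CS mice, 0 to 41 shared, 0 to 0 in the contralateral comparison, 0 to 0 in the interaction and 0 to 2 in the ipsilateral comparison. These runs had no replicate block. Of 3380 values of 120 named genes under alternatives, 3106 kept their side of the threshold, 222 lost a call (184 of 1668 without a single library), 52 gained one and 0 called values reversed. The sign turned in 271 values of genes that were called neither before nor after (smallest adjusted p 0.297), among them Adgrb1 and neuronal markers. Among 136 named genes, the block ended 0 calls and gained 4 in C mice (Adamts9, Apln, Chst1 and Fbp1), 8 in CS mice (Ace, Adamts9, Apod, B4galnt1, Dok3, Ifitm3, Lrg1 and Xbp1) and 0 in the interaction; beyond these, the counts and the lists given, it changed no other call of a named gene or list test. DESeq2's size factors left the DEGs at 52 in C and 77 in CS mice, and thinning at 49 and 77. The cause of these shifts was not tested. Alternatives for FPKM values or for published statistics alone were not run, as counts were given. The depth limits what can be said of genes with few counts, such as Adgrb1 and the locus of Mir34a. For the 23 shared DEGs the drawn splits (highest other 0, 1 of 100 as large) decide nothing about overlap. Most other splits of either group called 0 genes, which leaves none to share. As to chance, libraries were also split without regard to the pools. For the 47 DEGs of C mice only the real split of 35 was as large (highest other 1). As the pool pairs the hemispheres, such splits are not interchangeable and do not exclude chance. For the 75 of CS mice 2 of 35 splits were as large. The other, with 687, parted pools B and G from C and F and no pair of hemispheres, which points to a structure of these libraries. Of the 8 splits that part all 4 pairs, the real one was the largest in C mice (47, highest other 0) and in CS mice (75, highest other 0), but 8 splits are too few for a share under 0.05, so that within the pairing of hemispheres the splits settle nothing about chance. For the 0 of the contralateral comparison (highest other 3695), the interaction (highest other 0) and the ipsilateral comparison (highest other 1) the splits decide nothing about chance, since any count is at least 0 (35 of 35). The split of contralateral libraries with 3695 set pools B, C and G of CS mice with pool D of C mice against the others, which joins 3 of the 4 libraries richest in receptor counts and points to a structure of these libraries.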

Differences from the paper's values

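Counts are at the paper's thresholds, an adjusted p under 0.05 and a fold change of at least 2, except in the alternatives with no fold threshold or an adjusted p under 0.01. Alternatives named first are those set before the data were examined. In C mice the paper's 149 DEGs stand beside 47 here; DESeq2, the replicate block and leaving out contralateral pool D came within 1.5 times, and 12 other alternatives did not. The paper's 114 higher genes stand beside 43 and its 83 with a log2(fold change) of 1 to 2 beside 31, with the same 3 alternatives within. For its 26 higher genes at 2 to 3, beside 10, these were DESeq2, no count filter, the fit of 16 libraries, the block and leaving out contralateral pool D, and for its 5 at 3 or more, beside 2, DESeq2, the fit of 16 libraries, the block and leaving out ipsilateral pool A. The paper's 35 lower genes stand beside 4, and its 18 at -2 or less beside 1, with none of 15 alternatives within. For its 17 at -1 to -2, beside 3, only leaving out contralateral pool D was within. Leaving out the 4 libraries richest in receptor counts, chosen after seeing the values, gave 113 DEGs in C mice.

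In CS mice the paper's 207 DEGs stand beside 75, its 177 higher genes beside 71 and its 134 at 1 to 2 beside 47; DESeq2, no count filter and the block came within, and 12 others did not. For its 32 at 2 to 3, beside 19, DESeq2, its size factors, no count filter, the block and leaving out contralateral pool F or ipsilateral pool B came within. For its 11 at 3 or more, beside 5, leaving out contralateral pool F came within. The paper's 30 lower genes stand beside 4 and its 22 at -1 to -2 beside 3, with no count filter within, and its 8 at -2 or less beside 1, with none within. The paper's 93 shared DEGs stand beside 23, with DESeq2, no count filter and the block of 23 alternatives within.

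Of 147 genes of the paper's lists tested in C mice and 202 in CS mice, the log2(fold change) lay within 1 SE of the paper's for 120 and 181. The gap was over 1 for 13 in C mice (11 of 34 lower and 2 of 113 higher genes of the paper) and 8 in CS mice (4 of 29 and 4 of 173). The widest gaps, chosen after the values were seen, were those of Adgrb1 and 4833445I07Rik (paper -3.15, here 0.09) in C mice, and of Gm5134 (4.83, here -0.30) and Pm20d1 (-4.45, here -0.16) in CS mice. Of 47 log2(fold changes) of named genes, 42 had the paper's sign and lay within 1 SE of its value. The paper's value for Adgrb1 in C mice is -7.92, beside -1.06, with none of 13 alternatives within. For Gm37795 and Mir34a in CS mice it is 3.40, beside -0.67, with none of 12 within. For Cxcl16 in CS mice it is 1.71, beside 1.20, and for Nrgn in CS mice 1.03, beside 0.41, with none of 13 within in either case. For Fosl1 in CS mice it is 2.55, beside 2.05, with leaving out contralateral pool G or ipsilateral pool B within. The paper gives 400 M reads (M, mega) as aligned, beside 200.098 M counted on genes here.

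Over the paper's gene lists, 144 of 147 tested genes in C and 197 of 202 in CS mice had the paper's direction, and 37 and 66 of them were DEGs here (78 and 156 with the replicate block, 87 and 121 with DESeq2, 120 and 169 with no count filter). The direction differed for Itpr3, 4833445I07Rik and Eif3j2 in C mice, and for Gm5134, Rnf225, 5031439G07Rik, Ptpn6 and Gm37795 with Mir34a in CS mice. The paper states that miR-34a rose in CS mice; the locus was not higher here under any alternative that gave it a value. It states that Adgrb1 fell in C mice; here it was not called, at an adjusted p of 0.407 by edgeR, and its direction was the paper's except with receptor counts as a covariate, where the log2(fold change) was 0.28. It states that Adamts9 rose in CS mice; here it had a log2(fold change) of 1.64 and an adjusted p of 0.0570 by edgeR, and was called with the replicate block, with DESeq2, with no count filter and without contralateral pool F, ipsilateral pool C or ipsilateral pool F. The paper states that more genes changed in CS than in C mice, which held here at 75 against 47. It also held with the replicate block (222 against 113), with DESeq2's size factors (77 against 52), with no fold threshold (81 against 77), at an adjusted p under 0.01 (19 against 0 by edgeR, with 2874 genes of C mice at an unadjusted p under 0.05), and in alternatives chosen after seeing the values: with thinning (77 against 49), with receptor counts as a covariate (150 against 2) and with covariate and block (435 against 181). It turned with DESeq2's Wald test (152 against 216), with no count filter (213 against 246), in the fit of all 16 libraries (57 against 71), without contralateral pool D of C mice (75 against 113) and, chosen after seeing the values, without the 4 libraries richest in receptor counts (80 against 113). Leaving out each library in turn gave 12 to 111 DEGs in CS and 0 to 113 in C mice, ranges that overlap. Against the 47 of C mice, the CS count was lower without contralateral pools B (37), C (12) or G (46) of CS mice. It was also lower without ipsilateral pools F (43) or G (43). It was higher without contralateral pool F (111) or ipsilateral pools B (104) or C (61). Against the 75 of CS mice, the C count was at most 46 without any C library but contralateral pool D.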

Other observations

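Genes of the stress hormone axis moved little between the hemispheres. On the ischemic side of C and CS mice, the log2(fold change) was -0.14 (SE 0.16) and -0.12 (SE 0.18) for the glucocorticoid receptor gene Nr3c1, -0.26 (SE 0.14) and -0.37 (SE 0.18) for the mineralocorticoid receptor gene Nr3c2, -0.09 (SE 0.45) and -0.21 (SE 0.36) for its chaperone gene Fkbp5, and -0.17 (SE 0.22) and 0.01 (SE 0.18) for Fkbp4 (n = 4 pools per side). None of the 4 was called by edgeR in either group. Crh, which encodes corticotropin-releasing hormone, had too few counts to be tested.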
